# Sox17 drives functional engraftment of endothelium converted from non-vascular cells

**DOI:** 10.1038/ncomms13963

**Published:** 2017-01-16

**Authors:** William Schachterle, Chaitanya R. Badwe, Brisa Palikuqi, Balvir Kunar, Michael Ginsberg, Raphael Lis, Masataka Yokoyama, Olivier Elemento, Joseph M. Scandura, Shahin Rafii

## Abstract

Transplanting vascular endothelial cells (ECs) to support metabolism and express regenerative paracrine factors is a strategy to treat vasculopathies and to promote tissue regeneration. However, transplantation strategies have been challenging to develop, because ECs are difficult to culture and little is known about how to direct them to stably integrate into vasculature. Here we show that only amniotic cells could convert to cells that maintain EC gene expression. Even so, these converted cells perform sub-optimally in transplantation studies. Constitutive Akt signalling increases expression of EC morphogenesis genes, including *Sox17*, shifts the genomic targeting of Fli1 to favour nearby Sox consensus sites and enhances the vascular function of converted cells. Enforced expression of Sox17 increases expression of morphogenesis genes and promotes integration of transplanted converted cells into injured vessels. Thus, Ets transcription factors specify non-vascular, amniotic cells to EC-like cells, whereas Sox17 expression is required to confer EC function.

## Abstract (web summary)

Endothelial cells (ECs) are promising strategies to treat vasculopathies but little is known about the factors that sustain EC identity and govern functional integration into vasculature after transplantation. Here the authors show that Ets factors and Sox17 convert nonvascular cells to vascular cells with stable EC identity and function.

For many traumatic and ischemic vascular diseases, transplanting non-lymphatic blood vessel endothelial cells (ECs) is an attractive regenerative therapy, because vascularized and functional ECs support the metabolic needs of damaged tissues^1^,^2^ and choreograph tissue regrowth via perfusion-independent angiocrine functions^3^,^4^,^5^,^6^,^7^. However, assessing EC transplantation therapies is made impractical by the difficulty of purifying and expanding primary ECs that sustain their vascular fate during *in vitro* cultivation. A large number of stable vascular cells are necessary for testing revascularizing and regenerative EC therapies. Cellular reprogramming is appealing, because it provides a therapeutically relevant path for converting an available cell type to a transplantable EC with regenerative capabilities. Although angiogenic factors can coax non-vascular cells into EC-like lineages^8^,^9^,^10^,^11^, the factors that drive the EC properties required to meet the translational goals of tissue regeneration have been difficult to dissociate from principal lineage specification.

To uncover factors necessary for conversion of non-vascular cells into transplantable blood vessel ECs that engraft, it is necessary to identify permissive mesenchymal or epithelial cells that are amenable to conversion into the EC identity. Pluripotent stem cells differentiate into ECs but this process is driven by pre-determined programmes that can be challenging to tease apart by reductive approaches. Moreover, ECs generated by pluripotent cells can be unstable, multipotent and/or immature^11^,^12^,^13^. Human amniotic fluid cells can be converted to vascular ECs (RACVECs, reprogrammed amniotic cells to vascular ECs) by overexpressing the Ets transcription factors (TFs) Etv2, Fli1 and Erg, while also inhibiting transforming growth factor-β signalling^14^. Amniotic cells, unlike pluripotent cells, are terminally differentiated, non-vascular parenchymal cells, yet they appear to retain some developmental plasticity. Amniotic cells are appealing, because they are routinely obtained from pregnant subjects with broad genetic and ethnic backgrounds^15^.

Xenobiotic barriers impede thorough functional testing and direct comparison of human RACVECs to adult ECs. To facilitate *in vivo* functional testing of converted cells, we searched for murine cell sources that are accessible and amenable to EC conversion. Converted mouse amniotic cells (MACs), or murine RACVECs (subsequently be referred to as simply, ‘RACVECs'), stably adopted an EC-like immunophenotype and acquired a transcriptome highly similar to cultured adult ECs. Despite their stable EC-like identity, murine RACVECs performed poorly in tests of EC function compared with cultured adult ECs. To identify mechanisms that might drive functional engraftment of RACVECs into host vasculature, we used constitutively active Akt signalling. Active Akt signalling is detectable in most normal adult EC beds^16^ and enforced constitutive Akt signalling enables survival of cultured ES-derived and adult ECs, probably by emulating *in vivo* EC microenvironment cues such as tuned growth factor signals, cell–cell contacts and shear forces^17^,^18^,^19^. Akt signalling rescued the functional deficiencies of RACVECs by activating EC morphogenesis genes, including *Sox17*, and refining the Fli1 genomic binding site purview to enrich for Fli1 sites common to primary ECs including those near Sox consensus sequences. Enforced expression of Sox17 in RACVECs enabled converted cells to form stable vascular networks *in vitro* and *in vivo*, and obviated the need for constitutive Akt signalling.

Our results identify a TF network comprised of Ets and Sox17 factors that specifies and sustains EC fate and function. Although Sox17 is not required to activate a broad set of EC genes in amniotic cells, after initial EC gene induction by Ets factors, subsequent *Sox17* gene regulation is required to generate long-lasting engraftable and stable ECs. As vascular engraftment after transplantation is necessary for both the angiogenic and instructive functions of ECs in orchestrating organ repair, our approach identifies a key TF network governing EC transplantation and provides an important step towards EC-directed therapy.

## Results

### Conversion of MACs to EC-like cells

To characterize the vascular and regenerative function of reprogrammed EC-like cells, we employed well-defined congenic mouse models that overcome the confounding influence of xenografting immune-compromised mice (for example, NOD Scid Gamma) and the use of genetically disparate human cell sources. We harvested MACs from E11.5–E13.5 C57BL6/J embryos and transduced them with lentiviruses encoding mouse Ets TFs, Etv2, Erg and Fli1, and propagated the transduced cells using EC culture conditions and a transforming growth factor-β signalling inhibitor. Empty null lentivirus constructs were used as negative controls. In parallel, we attempted to convert mouse embryonic fibroblasts (MEFs) collected from E13.5 embryos and mouse adult fibroblasts (MAFs) collected from adult tail and ear tissue (Fig. 1a). Expression of the Ets TFs after transduction was similar in all three cell types as assessed by western blotting and quantitative PCR (qPCR; Supplementary Fig. 1a,b). All cell types transduced with Ets TFs lentiviruses expressed EC-linked transcripts at some point during conversion (Supplementary Fig. 1c). As the converting cells upregulated EC-associated transcripts during conversion, they also reduced non-EC genes such as the fibroblast gene *Cspg4* (MAFs) and *smooth muscle actin* (*Sma*; MEFs and MACs; Supplementary Fig. 1c). We observed reduced *Sma* expression in Ets TF-transduced MEFs only at day 21. Hence, all three cell types tested could acquire some EC features.

Surface protein expression of VEcad and CD31 was confirmed by flow cytometry in all three cell types transduced with Ets TF-expressing lentiviruses but not in the corresponding controls (Fig. 1b and Supplementary Fig. 1d). The proportion of converted MACs expressing VEcad (≥80%) and CD31 (≥20%) gradually increased by day 28 (Fig. 1b). We also cultured adult mouse lung ECs (Akt-LECs) by transducing them with a constitutively active Akt signalling, to facilitate propagation *ex vivo*, in part, by preventing apoptosis through simulation of the microenvironment ECs experience *in vivo*^6^,^11^,^17^,^18^,^19^,^20^,^21^. Immunofluorescence (IF) staining of Akt-LECs and Ets-transduced cells showed VEcad protein loaded onto the cell surface where it coalesced at cell–cell junctions, as is characteristic of primary adult ECs (Fig. 1c). MAC-derived cells adopted the shape and morphology of Akt-LECs and co-expressed surface CD31 in a subset of converted cells (Fig. 1c). Control MAC cultures did not spontaneously convert to EC-like cells (Fig. 1b). For MAF- and MEF-derived cells, expression of both VEcad and CD31 plateaued between day 7 and day 28. By microscopy, these cells expressed low levels of VEcad and CD31 on their surface (Supplementary Fig. 1d,e). Thus, the converted MAF and MEF cells were either being outcompeted by non-converted cells or they could not maintain an EC-like phenotype during *in vitro* expansion.

To test whether the failure of EC-like MAF- and MEF-derived cells to stably expand was due to outgrowth by unconverted cells, we sorted transduced cells on day 7 based on their expression of CD31. We then propagated the sorted cells for an additional 4 weeks and re-analysed expression of the EC markers to examine whether the progeny retained the sorted immunophenotype (Supplementary Fig. 1f). The CD31-positive and -negative MAF fractions became indistinguishable over time. Only half of the MEFs remained CD31^+^ by day 28 and a small number of CD31-neg MEFs acquired CD31 expression over time. In contrast, MAC-derived CD31^+^ cells maintained their EC character with persistent expression of CD31 and VEcad, and the CD31^−^ MAC progeny never acquired these EC-like features (Supplementary Fig. 1f). Therefore, conversion of adult and fetal fibroblasts was erratic and unstable, whereas MACs attained and stably maintained EC-like characteristics after transduction with the Ets TFs.

We wanted to ensure that the stable conversion of MACs to an EC-like cell fate was not due to the selective outgrowth of contaminating EC or pluripotent populations. MAC preparations contained small amounts of *VEcad*, *CD31* and *Vegfr2* transcripts (Supplementary Fig. 1c), likely to be due to a small number of cells expressing endothelial markers (Fig. 1d). To exclude the possibility that MAC-derived VEcad^+^ or CD31^+^ cells were derived from pre-existing cells marked by EC proteins, we depleted MACs of cells expressing CD31 or VEcad and found that the non-vascular MACs could be converted just as well as the unsorted population (Fig. 1e). We could not detect significant c-kit^+^ cells, but did find that some MACs expressed Sca1 and CD24, indicating they might express other pluripotent genes^22^. However, comparison of transcript levels of pluripotent genes in MACs to embryonic stem cells showed that MACs were largely devoid of pluripotency-associated transcripts (Fig. 1f). Therefore, these data indicate that we have directly converted non-pluripotent and non-vascular cells into EC-like cells.

Next, we comprehensively defined the molecular and functional characteristics of the converted cells. As instability of converted embryonic and adult fibroblasts precluded such analysis, we focused on the converted MACs. As mouse MACs transduced with Etv2, Erg and Fli1, and propagated in EC growth conditions for 28 days, were similar to human RACVECs in their unique EC stability, we henceforth refer to them as RACVECs. We compared the transcriptomes of MACs, RACVECs and cultured adult mouse LECs expressing constitutively active myristoylated Akt. MACs and cultured Akt-LECs expressed much less Etv2 than RACVECs (Fig. 1g). All of the adult EC genes tested were strongly induced in RACVECs compared with MACs (Fig. 1g). In RACVECs, the expression levels of some of these genes (*VEcad* and *CD62e*) were indistinguishable from Akt-LECs, whereas others (*Erg*, *Fli1*, *CD31*, *Vegfr2* and *Tie2*) were not as highly expressed, or more variable across isolates, compared with Akt-LECs. Non-vascular specific genes, such as *Sma*, were downregulated in RACVECs to levels comparable to Akt-LECs. Transcript levels were corroborated by analysis of EC protein expression by flow cytometry (Fig. 1h and Supplementary Fig. 1g–j). Thus, murine RACVECs have stably adopted many, but not all, morphologic, transcriptional and immunophenotypic features of ECs.

We sequenced the messenger RNA of MACs, RACVECs and cultured ECs, and as an additional control we included non-lymphatic ECs directly purified from mouse livers (Supplementary Fig. 1k), referred to as LSEC, which were a readily available abundant source of non-cultured ECs. 

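The RNA of MACs, RACVECs, Akt-LECs, Akt-liver ECs and LSECs was sequenced from 3 libraries per group as paired 51 bp reads. Akt-liver ECs are liver ECs that were cultured with myristoylated Akt, as Akt-LECs are lung ECs cultured in this way. MACs were obtained from embryos at mid-gestation, and the paper's methods give 28 days for the conversion to RACVECs, whereas the header of 1 RACVEC library names another day. The authors mapped the reads with TopHat to mm9 and deposited 1 value per RefSeq transcript as FPKM, fragments per kilobase scaled to the size of the library, made by Cufflinks with upper-quartile normalization and correction for sequence-specific bias. Numbers of fragments are not used here, so the depth behind each value is unknown, and an FPKM of 0 sets no limit of detection. Each library lists 27583 transcripts, of which 26930 could be joined to a gene symbol, and the FPKM of transcripts of the same gene were summed to give 22282 genes. The summed FPKM ranged from 1689486 to 2317294 between the 24 libraries of the study, with a median of 1864894. Groups were compared with limma on log2(FPKM + 1), in 1 fit over all 24 libraries and the 14964 genes with a mean FPKM of at least 1. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was past 1 or -1.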

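Of the 3 transduced Ets factors, Etv2 lies on chromosome 7 of mm9 from 31418635 to 31421308. Its FPKM was 607 ± 283 (SD, n = 3) in RACVECs and 0 in every MAC, Akt-LEC, Akt-liver EC and LSEC library, a log2 fold change of 9.12 between RACVECs and MACs (standard error 1.41, adjusted p = 0.00121). Fli1, on chromosome 9 from 32229793 to 32348974, had an FPKM of 221 ± 40.5 (SD, n = 3) in RACVECs and 0.753 ± 0.810 (SD, n = 3) in MACs, a log2 fold change of 7.08 (standard error 0.73, adjusted p = 1.58e-05). Erg, on chromosome 16 from 95580776 to 95808200, was listed at an FPKM of 3.91, 13.8 and 0.90 in the 3 RACVEC libraries and at 0 in the MACs. Its log2 fold change of 2.37 was not called (standard error 1.31, adjusted p = 0.330). The FPKM of Erg was 348 ± 149 (SD, n = 3) in Akt-LECs, above every RACVEC library. When only RACVECs and MACs were fitted and the libraries of the same number were treated as a replicate block, the adjusted p was 0.262 for both Etv2 and Fli1, with the same log2 fold changes. It was the smallest adjusted p of any gene in this fit, which called 0 of 200 genes changed in simulated data. The 0.262 therefore says little about whether Etv2 and Fli1 changed.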

We found that RACVECs clustered more closely to cultured ECs than they did to MACs (Fig. 1i). 

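The distance between 2 libraries was taken as 1 minus the Pearson correlation of log2(FPKM + 1) over all genes. Under average linkage, the 3 LSEC libraries separated first from the other groups, the 3 MAC libraries separated next, and the 3 RACVEC libraries stayed in 1 cluster with the Akt-LECs and Akt-liver ECs. Complete linkage gave the same 3 clusters, whereas single linkage placed MAC 2 with the RACVECs and the cultured ECs. The paper does not state its linkage. The mean distance of RACVECs was 0.0819 to MACs and 0.0727 to cultured ECs. The difference between these distances was 0.0330 in RACVEC 2 and 0.00339 in RACVEC 3, both closer to cultured ECs, and -0.00904 in RACVEC 1, which was closer to MACs. Its mean of 0.00912 was smaller than its spread between the RACVEC libraries (SD 0.0216, n = 3). Without RACVEC 2 the mean was -0.00283, which reverses its sign. With genes of a mean FPKM of at least 1, the alternative that moved it most among those that kept all libraries, it was 0.0191.

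**Figure D1:**
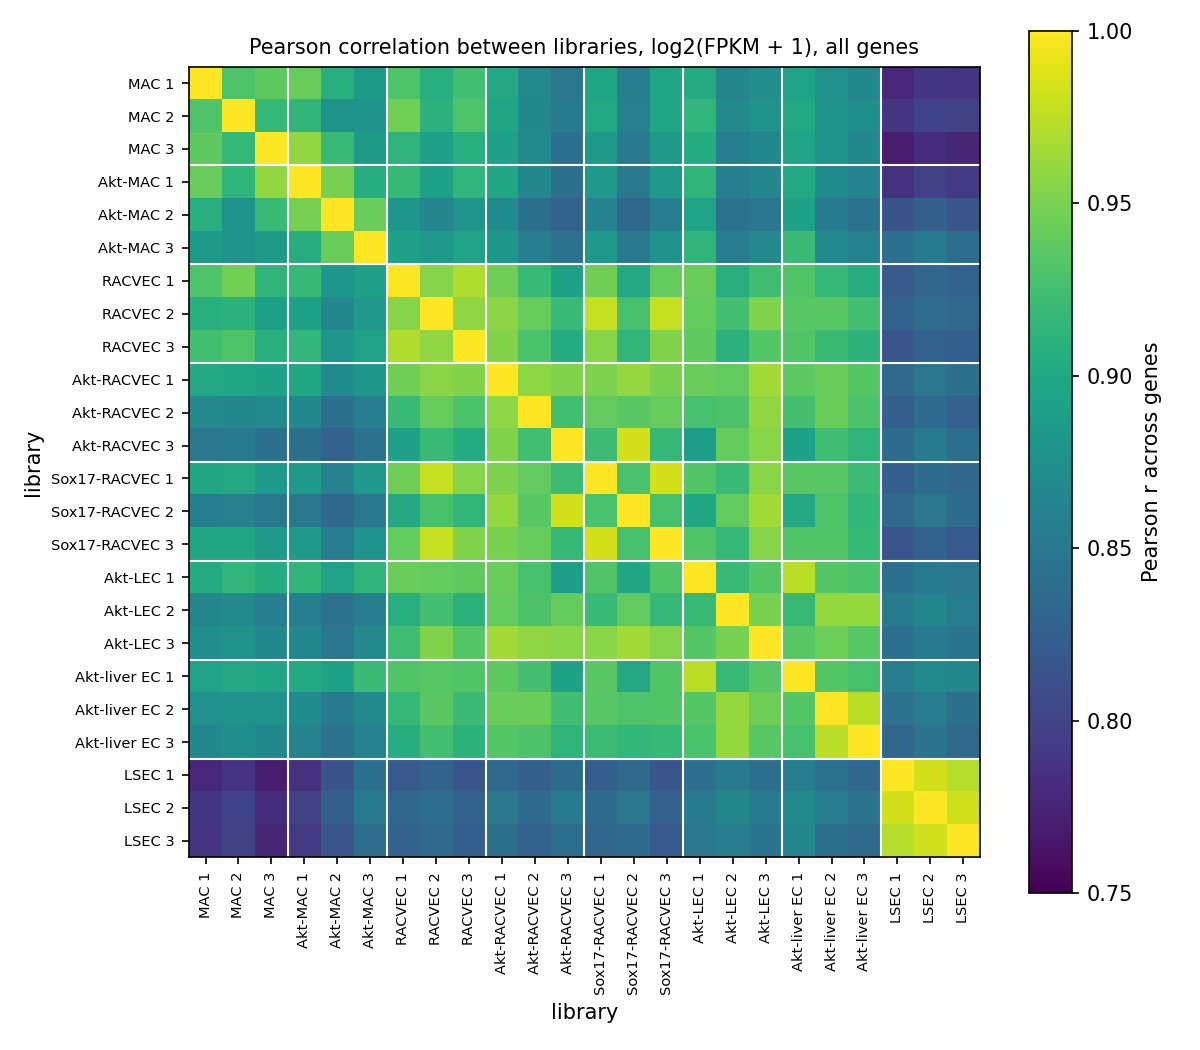
Pearson correlation across genes between the 24 libraries of the study, on log2(FPKM + 1), with 1 row and 1 column per library and the colour giving the correlation. The lowest correlation is 0.770 and the highest between different libraries is 0.984, and the LSECs form a block apart from the other groups.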

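An average Akt-LEC profile was calculated and each library was correlated with it over all genes. The mean Pearson correlation was 0.946 (SD 0.00370, n = 3) for RACVECs, 0.900 (SD 0.00434, n = 3) for MACs, 0.958 (SD 0.00737, n = 3) for Akt-liver ECs and 0.863 (SD 0.00661, n = 3) for LSECs. The Akt-LECs themselves had 0.971 (SD 0.00776, n = 3), a value raised by their own share in the average. RACVECs exceeded MACs by 0.0466, more than the SD of either group, and every RACVEC library exceeded every MAC library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Restricting the correlation to genes with a mean FPKM of at least 1 moved this difference most, to 0.0990.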

We extracted the distances from the clustering analysis and observed that RACVECS were more similar to cultured primary LECs than MACs were (Fig. 1j). 

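The mean distance of LSECs to Akt-LECs and Akt-liver ECs was 0.150, which exceeded the mean distance between RACVECs and these cultured ECs by 0.0770 (SD 0.00649 over 3 LSEC libraries). Between cells from the same organ, 2115 genes were called higher in Akt-liver ECs than in LSECs and 1930 were called lower. These counts stayed between 1767 and 1999 and between 1570 and 1948 when each library was left out in turn. Alb, which encodes serum albumin and lies on chromosome 5 from 90889915 to 90905629, had an FPKM of 3712 ± 3710 (SD, n = 3) in LSECs and 10.1 ± 17.5 (SD, n = 3) in Akt-liver ECs. Kdr, which encodes Vegfr2, was also higher in LSECs, with an FPKM of 3681 ± 520 (SD, n = 3) against 965 ± 471 (SD, n = 3) in Akt-liver ECs, a log2 fold change of -2.08 for Akt-liver ECs against LSECs (standard error 0.62, adjusted p = 0.0144). The LSECs were purified directly from liver, and RNA from hepatocytes, red blood cells and macrophages may have been carried along. The counts of genes and the distance of LSECs do not separate such RNA from a difference due to culture.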

Differences in gene expression between cultured and directly purified cells were paramount. This separation was not apparent when we restricted the clustering to genes associated with the Gene Ontology (GO) term ‘angiogenesis', suggesting that our cultured cells maintained the essential characteristics of ECs and the differences between cultured and directly purified cells were attributable to their disparate environments (Supplementary Fig. 1l). As our goal was to analyse cells that can be propagated *in vitro* for eventual transplantation, we focused our analysis on differences among the cultured cell types. On average, 624 genes were upregulated in RACVECs compared with MACs and pathway analysis indicated that this group was enriched for EC-associated functions and angiogenesis (Fig. 1k). Moreover, 674 genes were downregulated in RACVECs compared with MACs and, for this group, the most enriched pathways were neuron projection development and morphogenesis involved in differentiation (Fig. 1l). 

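With limma, 203 genes were called higher in RACVECs than in MACs, and 815 genes had an unadjusted p below 0.05 past the same fold change. The count was 30 when only RACVECs and MACs were fitted, and 0 when the libraries of the same number were also treated as a replicate block. The smallest adjusted p in the fit with the block was 0.262, and the same fit called 0 of 200 genes changed in simulated data. Its 0 therefore does not bear on the pairing of the libraries. For Akt-liver ECs against LSECs a block fit of the same size had a smallest adjusted p of 0.00274, so that the design does not rule out calls. Between 114 and 251 genes were called when each library was left out in turn. The criterion of the paper's methods was also applied, a log2 ratio of averaged FPKM past 1 and an unadjusted p below 0.05 from a two-sided test on FPKM with unequal variances. A pseudocount of 1 was added to each average, and 214 of 15810 genes met the criterion. Cdh5, which encodes VEcad and lies on chromosome 8 from 106625525 to 106668402, had an FPKM of 1427 ± 520 (SD, n = 3) in RACVECs and 1.32 ± 0.527 (SD, n = 3) in MACs, a log2 fold change of 9.22 (standard error 0.48, adjusted p = 1.92e-09). Kdr, on chromosome 5 from 76328852 to 76374483, rose from an FPKM of 5.54 ± 5.43 (SD, n = 3) to 161 ± 56.8 (SD, n = 3), a log2 fold change of 4.87 (standard error 0.62, adjusted p = 0.000187). Pecam1, which encodes CD31 and lies on chromosome 11 from 106515531 to 106611942, rose from 3.37 ± 4.62 (SD, n = 3) to 84.9 ± 70.0 (SD, n = 3), a log2 fold change of 4.39 (standard error 0.94, adjusted p = 0.0145). Among called genes in which every RACVEC library exceeded every MAC library, the largest increases besides Cdh5 and Etv2 were in Sox18, Srgn and Slfn4, with log2 fold changes of 8.54, 8.05 and 7.84.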

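With the same fit, 202 genes were called lower in RACVECs than in MACs, and 1070 genes had an unadjusted p below 0.05 past the same fold change. Leaving out each library in turn gave between 64 and 496 genes. The count fell to 86 among genes with a mean FPKM of at least 10, and to 0 with the replicate block. By the criterion of the paper's methods, 221 genes were lower. Among called genes whose MAC libraries all lay above all RACVEC libraries, the largest decreases were in Fxyd1, Trf, Gpc3, Gpd1 and Crabp2. Fxyd1, on chromosome 7 from 31836700 to 31840675, had an FPKM of 224 ± 190 (SD, n = 3) in MACs and 0 in every RACVEC library, a log2 fold change of -7.43 (standard error 1.52, adjusted p = 0.0107). Trf had an FPKM of 2001 ± 3145 (SD, n = 3) in MACs and 4.55 ± 5.71 (SD, n = 3) in RACVECs, a log2 fold change of -7.18 (standard error 1.52, adjusted p = 0.0133). The log2 fold changes of Gpc3, Gpd1 and Crabp2 were -6.97, -6.65 and -6.17.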

We performed genomic sequencing of cultured MACs, RACVECs and directly purified LSECs, and, similar to human amniotic cells and human RACVECs, identified no gross genetic alterations in the cultured cells compared with the directly purified adult ECs, indicating genomic stability (Supplementary Fig. 1m). Hence, RACVECs broadly and thoroughly adopted an EC-like identity and conversion erased the original MAC identity.

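The genes that differed between MACs and cultured ECs, taken as the mean of Akt-LECs and Akt-liver ECs, were followed in RACVECs, a measure chosen after seeing the data. Of 1124 genes called higher in MACs than in cultured ECs, 1082 (96.3%) had a negative log2 fold change between RACVECs and MACs, and 163 (14.5%) were called lower in RACVECs. Of 1092 genes called higher in cultured ECs, 998 (91.4%) had a positive log2 fold change, and 152 (13.9%) were called higher in RACVECs. Both comparisons use the same MAC libraries, so that chance deviations of the MACs contribute to these percentages. No reference value without conversion is available for the shares of genes in each direction, which therefore do not measure the extent of conversion. Between 5.13% and 34.1% of the MAC genes and between 7.57% and 20.7% of the cultured EC genes were called when each MAC or RACVEC library was left out in turn. Pecam1 remained lower in RACVECs than in Akt-LECs, with a log2 fold change of -5.04 (standard error 0.94, adjusted p = 0.0248), whereas Cdh5 did not differ at this precision, with -0.67 (standard error 0.48, adjusted p = 0.642). From the clustering, the regulated genes and the genomic sequencing, which is not analysed here, the paper concludes that RACVECs adopted an EC-like identity and that the MAC identity was erased.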

### Akt signalling enhances RACVEC endothelial function

Our ultimate goal is to generate abundant, stable vascular cells that can form new vessels after transplantation and engraft into existing vessels. However, clear interpretation of human RACVEC functions *in vivo* was unavoidably obstructed by donor cell heterogeneity and the technical requirement for xenograft analysis. Accordingly, we tested the ability of RACVECs to form vascular networks *in vitro* using a fibrin bead assay. RACVECs formed as few connections as MACs and less than Akt-LECs (Fig. 2a,b). Thus, it appeared that despite the phenotypic and molecular similarity of RACVECs to primary ECs, the converted cells were missing key programmes necessary for vascular functions.

Constitutively active Akt signalling enables stable propagation of functional ECs; thus, we tested whether this approach could confer vascular functions to RACVECs. RACVECs transduced with a lentivirus driving expression of myristoylated Akt (Akt-RACVECs) could be stably propagated *in vitro*, as assessed by morphological and immunophenotypic analyses (Supplementary Fig. 2a–c). Akt signalling did not alter the transcript levels of the Ets factors (Supplementary Fig. 2d). 

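The 35 genes that Supplementary Table 1 lists for tumour ECs were compared between the converted cells and the mean of Akt-LECs and Akt-liver ECs. The unconverted adult ECs labelled LEC in that table are not analysed here. With limma on the summed FPKM of each gene, 0 of the 35 genes were called higher in RACVECs, with 3 at an unadjusted p below 0.05 past the same fold change, and 0 were called higher in Akt-RACVECs, with 0 at an unadjusted p below 0.05. Both counts stayed at 0 when each library was left out in turn. The log2 fold change was positive for 13 genes in RACVECs and for 14 in Akt-RACVECs. Its median was -0.46 in RACVECs, with a range from -5.04 to 3.45, and -0.34 in Akt-RACVECs, with a range from -3.98 to 2.54. Cd248 had the largest increase in RACVECs, from an FPKM of 58.4 in Akt-LECs and 23.4 in Akt-liver ECs to 246 in RACVECs, a log2 fold change of 3.45 (adjusted p = 0.191). Tnfrsf9 had the largest increase in Akt-RACVECs, a log2 fold change of 2.54 (adjusted p = 0.353), and its FPKM was 688 ± 850 (SD, n = 3) in RACVECs, 284 ± 115.9 (SD, n = 3) in Akt-RACVECs and 160 ± 216 (SD, n = 3) in Akt-LECs, whereas Supplementary Table 1 lists 0 for this gene in every RACVEC and Akt-RACVEC replicate. In RACVECs, 2 of the genes were called lower than in cultured ECs, Pecam1 with a log2 fold change of -5.04 and Kdr with -2.20.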

Akt-RACVECs and RACVECS did not express high levels of genes associated with tumour EC phenotypes compared with control cultured ECs (Supplementary Table 1)^23^.

To determine whether Akt signalling improved the EC function of RACVECs, we used *in vitro* surrogates and direct *in vivo* tests. Unlike RACVECs, Akt-RACVECs readily formed connections *in vitro* (Fig. 2a,b and Supplementary Fig. 2e). We injected matrigel plugs loaded with green fluorescent protein (GFP)-marked MACs, Akt-MACs, RACVECs, Akt-RACVECs or Akt-LECs subcutaneously into the flanks of C57Bl/6 mice. After 7 days, we retro-orbitally injected fluorescently labelled anti-VEcad antibody to visualize functional, perfused vessels (intravital VEcad^+^). On removal of the plugs, we found that only the matrigel grafts with Akt-RACVECs and Akt-LECs were perfused with blood, as indicated by reddish colouring of recovered material (Fig. 2c). Examination of the plugs by fluorescent microscopy showed that Akt-RACVECs and Akt-LECs readily engrafted into vessels anastomosed with the recipient vasculature (GFP^+^ intravital VEcad^+^), whereas the vast majority of RACVECs were unincorporated (GFP^+^ intravital VEcad^−^) into host vessels (Fig. 2d). We digested the plugs to quantify the percentage of injected cells integrated into the recipient circulatory system. RACVECs displayed minimal incorporation (appearing as GFP^+^ intravital VEcad^−^), similar to negative controls MAC and Akt-MAC. In contrast, Akt-RACVECs and Akt-LECs incorporated into and anastomosed with the host vasculature (GFP^+^ intravital VEcad^+^; Fig. 2e). We also used a model of organ regeneration in which 70% partial hepatectomy triggers compensatory liver regrowth requiring neo-angiogenesis and angiocrine support^5^,^24^. Although both Akt-RACVECs and RACVECs could be identified in the regenerating liver, only Akt-RACVECs were incorporated into vasculature of regenerating livers as reported by intravital VEcad staining (Fig. 2f). Hence, Akt-RACVECs, but not RACVECs, performed morphogenic functions necessary for EC tube formation and engraftment into recipient blood vessels.

### Akt signalling modulates RACVEC gene expression

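For the comparison of cells with and without constitutive Akt signalling, 3 libraries each of MACs, Akt-MACs, RACVECs and Akt-RACVECs were available in the same unit and were fitted together with the other groups. Akt-MACs are MACs transduced with myristoylated Akt without the Ets factors. The summed transcripts of Akt1, on chromosome 12 from 113892032 to 113913095, had an FPKM of 1024 ± 223 (SD, n = 3) in Akt-RACVECs and 649 ± 43.5 (SD, n = 3) in RACVECs, and every Akt-RACVEC library exceeded every RACVEC library. The log2 fold change of 0.64 was not called (standard error 0.23, adjusted p = 0.181). Akt1 had an FPKM of 1082 ± 218 (SD, n = 3) in Akt-MACs and 636 ± 75.0 (SD, n = 3) in MACs, a log2 fold change of 0.75 (standard error 0.23, adjusted p = 0.0918). Sox17-RACVECs, which were not transduced with myristoylated Akt, had 1041 ± 244 (SD, n = 3), a log2 fold change of 0.66 against RACVECs (standard error 0.23, adjusted p = 0.563) and of 0.020 for Sox17-RACVECs against Akt-RACVECs. The deviations of same-numbered libraries from their group means, over genes with a mean FPKM of at least 10, had a mean correlation of 0.0717 between Akt-RACVECs and RACVECs and of -0.111 between Akt-MACs and MACs. The RACVEC libraries do not follow the order of Supplementary Table 1, so that same-numbered Akt-RACVECs and RACVECs may not share an isolate. No other pairing was used for these comparisons.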

To assess how constitutively active Akt signalling functionalizes RACVECs, we compared the transcriptomes of MACs, RACVECs, Akt-MACs, Akt-RACVECs, Akt-LECs and murine liver ECs (Akt-Liver ECs), and directly purified liver ECs. 

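The mean correlation with the average Akt-LEC profile was 0.946 (SD 0.0168, n = 3) for Akt-RACVECs, and its difference from RACVECs was 5.45e-05 (exact two-sided permutation test, p = 1). For Akt-MACs it was 0.897 (SD 0.00867, n = 3), and its difference from MACs was -0.00251 (exact two-sided permutation test, p = 0.8). Neither difference exceeded the spread between libraries. The sign of the first changed with the pseudocount, from -0.00480 with 0.1 to 0.00573 with 10, and so did that of the second, from 0.00361 with 0.1 to -0.00905 with 10. At 3 clusters of these 7 groups, average linkage on 1 minus the Pearson correlation placed RACVECs and Akt-RACVECs with the cultured ECs, MACs with Akt-MACs, and LSECs apart. Complete linkage placed the 3 Akt-RACVEC libraries with Akt-LEC 2 and 3 and Akt-liver EC 2 and 3, and the RACVECs with MACs, Akt-MACs, Akt-LEC 1 and Akt-liver EC 1. Single linkage placed RACVECs, Akt-RACVECs and MAC 2 with the cultured ECs. In a principal component analysis of log2(FPKM + 1) over the 21 libraries of 7 groups, the first 2 components held 30.4% and 22.8% of the variance. On these components, in a measure chosen after seeing the data, the mean distance to the centre of the Akt-LECs was 33.9 (SD 11.4, n = 3) for Akt-RACVECs and 62.9 (SD 24.7, n = 3) for RACVECs, a difference of -28.9 (exact two-sided permutation test, p = 0.2). It was 181.9 (SD 18.0, n = 3) for Akt-MACs and 153 (SD 23.1, n = 3) for MACs, a difference of 28.9 (exact two-sided permutation test, p = 0.2). The smallest p that 3 libraries against 3 allow is 0.1. Leaving out each library in turn gave differences between -63.9 and -3.71 for Akt-RACVECs and between 7.75 and 39.2 for Akt-MACs.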

Constitutively active Akt signalling did not make the global transcriptional profile of MACs or RACVECs more similar to adult primary ECs, as assessed by K-means distance and principle component analysis (Fig. 2g and Supplementary Fig. 2f,g). The relative similarity of Akt-RACVECs to Akt-LECs or Akt-Liver ECs was no greater when the analysis was restricted to genes within the ‘angiogenesis' GO and directly isolated ECs clustered with cultured EC and converted cells (Supplementary Fig. 2h). 

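The heatmap of Supplementary Fig. 2i shows 27 EC transcription factors and 62 EC markers, of which 26 and 61 had a mean FPKM of at least 1. Among the factors, 22 had a higher mean in Akt-RACVECs than in RACVECs and 4 a lower one on the log2 scale. With limma, 4 factors were called higher and 0 lower, and at an unadjusted p below 0.05 these numbers were 10 and 0. The log2 fold changes of the factors ranged from -2.23 to 6.73, with a median of 0.61. Among the markers, 47 were higher and 14 lower, 2 were called higher and 0 lower, and 25 and 2 had an unadjusted p below 0.05. The log2 fold changes of the markers ranged from -5.30 to 7.30, with a median of 1.18. For RACVECs against MACs, 25 markers were called higher and 1 lower.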

Analysis of endothelial TFs and EC markers showed that some genes were differentially expressed, but there was no obvious pattern (Supplementary Fig. 2i). We focused on genes differentially expressed in the cultured cells, because our goal was to identify factors contributing to *in vitro* stable propagation and eventual transplantation. Within the set of genes more highly expressed in Akt-RACVECs than RACVECs were genes associated with adhesion, and vessel and tube morphogenesis, consistent with the functional deficiencies observed in RACVECs (Fig. 2h). 

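With limma, 33 genes were called higher in Akt-RACVECs than in RACVECs, and 717 genes had an unadjusted p below 0.05 past the same fold change. By the criterion of the paper's methods, 245 of 15118 genes were higher. The limma count was 0 with the replicate block, and between 4 and 56 genes were called when each library was left out in turn. Among called genes whose libraries did not overlap between the groups, the largest increases were in Ccm2l, Erg, Tmem252, Gimap1 and Lyve1. Gimap1, on chromosome 6 from 48668606 to 48702599, had an FPKM of 205 ± 64.9 (SD, n = 3) in Akt-RACVECs and 1.34 ± 1.37 (SD, n = 3) in RACVECs, a log2 fold change of 6.602 (standard error 0.90, adjusted p = 0.00481), and was called in each fit that left out 1 library. Erg had an FPKM of 605 ± 344 (SD, n = 3) against 6.21 ± 6.77 (SD, n = 3), a log2 fold change of 6.73 (standard error 1.31, adjusted p = 0.0363). The log2 fold changes of Ccm2l, Tmem252 and Lyve1 were 7.24, 6.65 and 6.58, and their adjusted p were 0.0168, 0.0363 and 0.0254. Etv2 and Fli1 were not called, with log2 fold changes of -1.003 and 0.52.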

Pathways enriched in the set of Akt-downregulated genes revealed that adhesion genes were also enriched, reinforcing the notion that Akt signalling alters the ability of converted cells to stably connect with extracellular matrix (ECM) and other cells (Supplementary Fig. 2j). 

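With limma, 6 genes were called lower in Akt-RACVECs than in RACVECs, and 784 genes had an unadjusted p below 0.05 past the same fold change. By the criterion of the paper's methods, 273 genes were lower. The limma count was between 1 and 37 when each library was left out in turn, 16 with a pseudocount of 10, and 0 with the replicate block. Lum, which encodes the matrix proteoglycan lumican and lies on chromosome 10 from 97028135 to 97035337, had an FPKM of 234 ± 218 (SD, n = 3) in RACVECs and 0.317 ± 0.548 (SD, n = 3) in Akt-RACVECs, a log2 fold change of -7.03 (standard error 1.22, adjusted p = 0.0254). Crp, on chromosome 1 from 174628187 to 174630097, had an FPKM of 29.8 ± 15.2 (SD, n = 3) in RACVECs and 0 in every Akt-RACVEC library, a log2 fold change of -4.78 (standard error 0.55, adjusted p = 0.000775). Trim14, Rnase10 and Cbx7 followed with log2 fold changes of -3.32, -2.69 and -2.37.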

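The heatmap of Fig. 2i shows 26 genes. All 26 had a positive log2 fold change between Akt-RACVECs and RACVECs, from 0.48 to 7.30 with a median of 2.49. The genes were chosen from the same libraries, so that their shared direction is not an independent test. Of the 26, 21 had an unadjusted p below 0.05, 2 were called by limma, and 9 met the criterion of the paper's methods with the FPKM of each gene summed over its transcripts.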

The relative expression level of differentially regulated genes within the morphogenesis-associated ontologies is shown in Fig. 2i. 

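Mef2c, on chromosome 13 from 83643033 to 83806684, had an FPKM of 109 ± 26.5 (SD, n = 3) in Akt-RACVECs and 11.6 ± 7.09 (SD, n = 3) in RACVECs. Its log2 fold change was 3.23 (standard error 0.77, adjusted p = 0.0615). Tal1, on chromosome 4 from 114729031 to 114744360, had 70.4 ± 4.73 against 5.66 ± 3.03 (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.71, adjusted p = 0.0412). Sox17, on chromosome 1 from 4481009 to 4486494, had 59.2 ± 40.9 (SD, n = 3) against 0 in every RACVEC library, a log2 fold change of 5.49 (standard error 1.12, adjusted p = 0.0423). Elk3 and Hhex had log2 fold changes of 0.99 and 2.13, and neither was called (adjusted p = 0.380 and 0.231). For the matrix and receptor genes, Emcn had an FPKM of 967 ± 354 (SD, n = 3) in Akt-RACVECs and 58.8 ± 78.1 (SD, n = 3) in RACVECs, a log2 fold change of 4.91 (standard error 1.00, adjusted p = 0.0423). Pecam1, which encodes CD31, had 4768 ± 1539 (SD, n = 3) in Akt-RACVECs, a log2 fold change of 6.26 against RACVECs (standard error 0.94, adjusted p = 0.0101). Kdr, which encodes Vegfr2, had 1083 ± 100 (SD, n = 3), a log2 fold change of 2.81 (standard error 0.62, adjusted p = 0.0550). Shank3 and Col18a1 had log2 fold changes of 2.83 and 2.91 and were not called (adjusted p = 0.0556 and 0.171). In each of these 10 genes every Akt-RACVEC library exceeded every RACVEC library. The 10 genes were not called with the replicate block, with adjusted p between 0.289 and 0.373. No gene had an adjusted p below 0.289 in that fit. Of the 10, 5 met the criterion of the paper's methods, Mef2c, Tal1, Emcn, Kdr and Pecam1. With a pseudocount of 10, Shank3 and Kdr were called (adjusted p = 0.0448 and 0.0197).

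**Figure D2:**
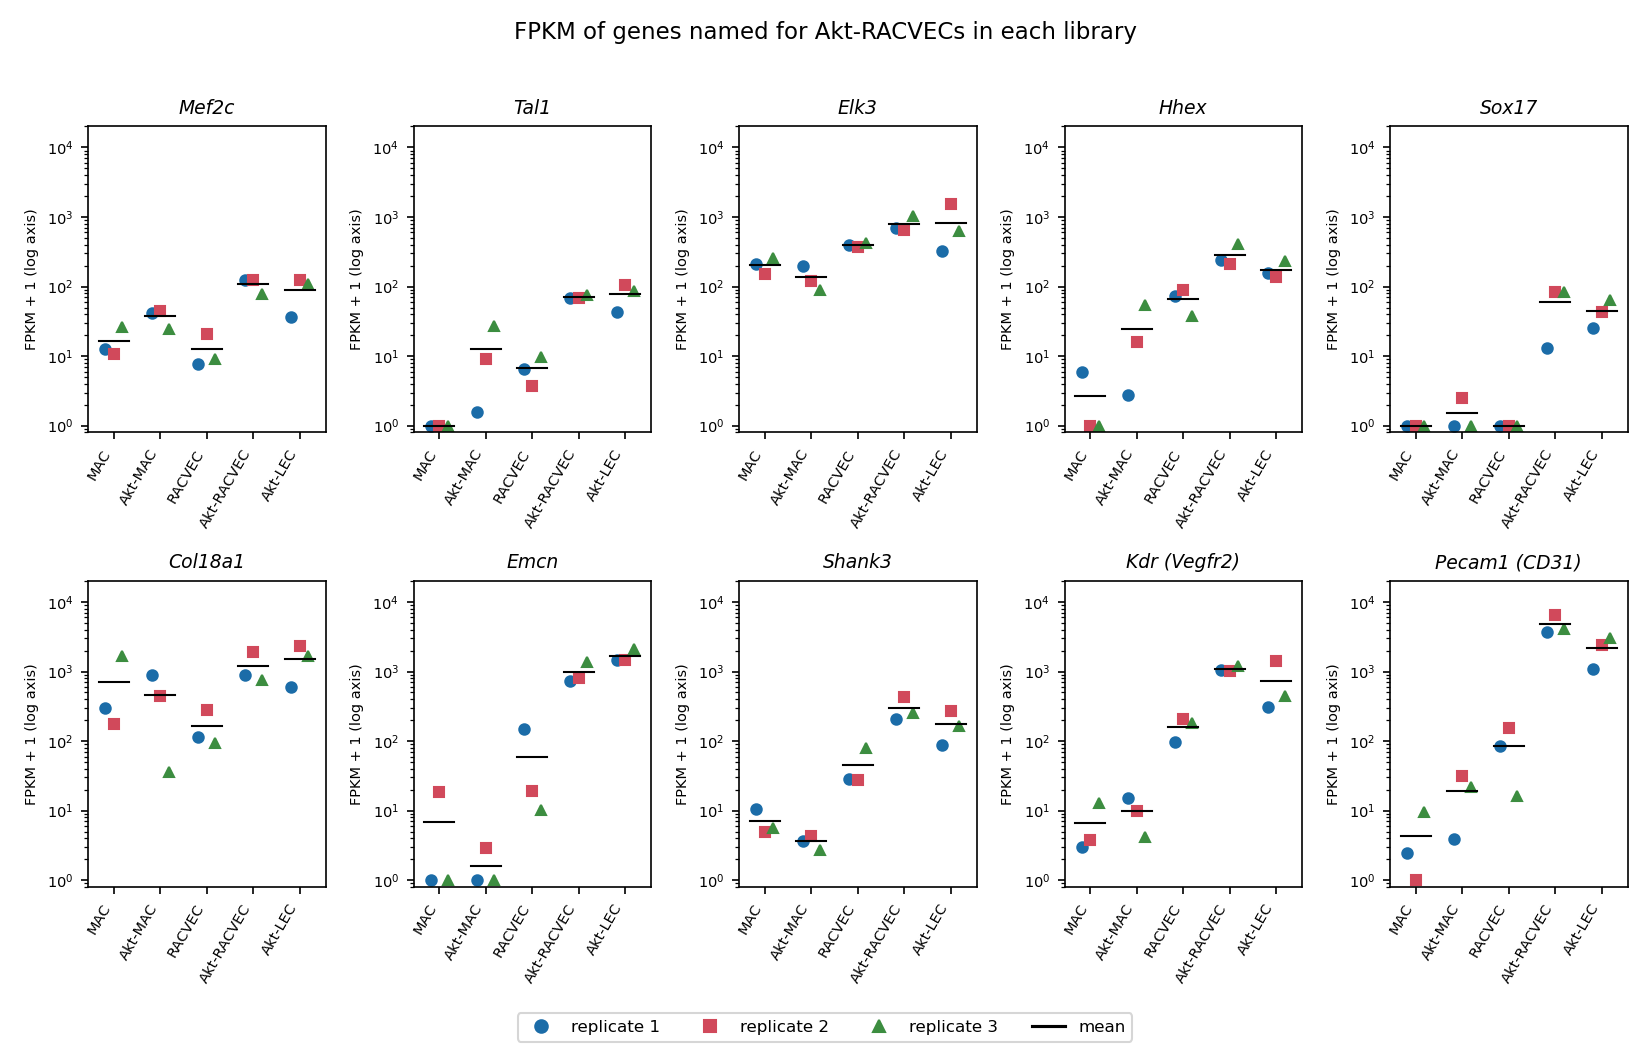
FPKM + 1 on a log axis of 10 genes in each library of MACs, Akt-MACs, RACVECs, Akt-RACVECs and Akt-LECs, with points for replicates 1 to 3 and a line at the mean of the group. The Akt-RACVEC libraries lie above the RACVEC libraries in all 10 genes.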

Among these genes upregulated were EC TFs, specifically *Mef2c*, *Tal1*, *Elk3*, *Hhex* and *Sox17*, as well as matrix and receptor-signalling proteins *Col18a1*, *Emcn*, *Shank3*, *Vegfr2* and *CD31*. Thus, Akt-RACVECs are broadly similar to RACVECs, but activate EC genes that confer EC tubulogenic and morphogenic functions.

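The mean distance between Akt-RACVECs and RACVECs was 0.0708 over 9 pairs of libraries. The distance within groups was 0.0389 over 3 pairs of RACVECs and 0.0550 over 3 pairs of Akt-RACVECs. Whether the effect of Akt in RACVECs differed from its effect in MACs was tested with an interaction contrast, which called 15 genes, with 1516 at an unadjusted p below 0.05 past the same size. Among Mef2c, Tal1, Elk3, Hhex, Sox17, Col18a1, Emcn, Shank3, Kdr and Pecam1, 0 were called in this contrast, and the lowest adjusted p was 0.102, for Emcn and Shank3. Emcn fell by 0.90 on the log2 scale in Akt-MACs against MACs, and Pecam1 rose by 2.28. Neither of these 2 changes in MACs was called (adjusted p = 0.812 and 0.256). Tal1 rose by 2.87 in Akt-MACs against MACs and was called (standard error 0.71, adjusted p = 0.0343), with every Akt-MAC library above every MAC library. Hhex rose by 2.89 and was not called (standard error 0.86, adjusted p = 0.0806). Ptprc, which encodes the leukocyte antigen CD45, rose by 5.90 in Akt-MACs and was called (adjusted p = 0.0128). RNA from macrophages in the Akt-MAC cultures may thus contribute to the changes in MACs and to the interaction contrast. An effect of Akt on these genes in MACs cannot be told apart from it. The paper concludes that Akt-RACVECs resemble RACVECs broadly but activate EC genes for tube formation and morphogenesis.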

### Akt signalling modifies the Fli1 genomic binding in RACVECs

In contrast to ES-derived and adult ECs, Akt signalling was not required for stable RACVEC culture and, as such, RACVECs could be used to parse the endothelial functions of Akt signalling separate from its pro-survival effects *in vitro*. We speculated that Akt signalling might support *in vivo* function by modifying the genomic Fli1 binding site purview to enrich EC gene targeting and extinguish binding to non-vascular genes.

We used chromatin immunoprecipitation (ChIP) sequencing to directly test this hypothesis by comparing the Fli1 genomic binding purviews in RACVECs, Akt-RACVECs, Akt-LECs and freshly isolated liver ECs. With this approach we identified ∼11,000 of Fli1 differentially bound regions (DBRs) that were shared by all cell types, probably representing a ‘Core' endothelial signature (Fig. 3a and Supplementary Fig. 3a–c). These core DBRs typically occurred near 5′-regulatory regions of annotated refGene transcripts (Fig. 3b, left). We used data from the ENCODE project^25^ to map EC regulatory regions identified in human umbilical vein EC (HUVEC) to the mouse genome and found that Fli1 DBRs occurred near EC promoter and enhancer regions (Fig. 3b, right), including genomic sites near *VEcad*, *CD31* and *Vegfr2*, genes expressed in ECs and activated during the conversion process (Fig. 3c). Thus, the Fli1 binding purviews in converted cells is highly enriched for regions involved in vascular gene regulation.

Although clustering and PCA analyses of transcriptional profiles indicated that Akt signalling did not broadly enhance EC gene expression, we found that Akt signalling refined the Fli1 genomic binding site purview of RACVECs, making it more similar to Akt-LECs and LSECs (Fig. 3d and Supplementary Fig. 3d). Whereas Akt-RACVECs shared ∼90% of their Fli1-binding sites with Akt-LECs and ∼64% with LSECs, only about 67% of the DBRs in RACVECs were shared with Akt-LECs and ∼35% with LSECs (Supplementary Fig. 3b). The increased similarity with freshly isolated LSECs indicated that the genomic purview change observed was not simply a result of myr-Akt, but reflective of the ability of Akt signalling to simulate the *in vivo* environment.

To uncover how constitutive Akt signalling increased the similarity of the Fli1 purview in RACVECs, we generated data sets composed of sites differentially bound by Fli1 in Akt-RACVECs compared with RACVECs. These sets of DBRs were called ‘Akt-RACVEC Up' and ‘Akt-RACVEC Down' (Fig. 3e). We further restricted the Akt-RACVEC Down set and created a ‘RACVEC Unique' set composed of ∼7,000 sites that were downmodulated by Akt signalling in RACVEC (that is, Akt-RACVEC down) and also not enriched in either Akt-LEC or LSEC (Fig. 3e and Supplementary Fig. 3e). DBRs belonging to the Akt-RACVEC Up set were bound by Akt-LECs and LSECs, supporting the notion that Akt signalling mimics the native EC environment (Fig. 3e and Supplementary Fig. 3f). We generated three derived chromatin state maps: genomic regions marked with a defining chromatin state in any cell type (Composite), regions marked by a chromatin state in HUVEC but not other cell types (HUVEC Unique) and regions marked by a chromatin state in cell types other than HUVEC (HUVEC Excluded). We found that the Core EC, RACVEC unique and Akt-RACVEC Down sites were associated with promoter and enhancer regions found in all of the cell types analysed (Fig. 3f)^26^. RACVEC Unique and Akt-RACVEC Down sites were enriched at genomic regions that were marked as promoter and enhancer elements in non-HUVEC (Fig. 3f). In contrast, sites belonging to Akt-RACVEC Up were associated with regions uniquely marked as promoters or enhancers in HUVEC (Fig. 3f, HUVEC Unique) and relatively excluded from regulatory regions absent in HUVEC (Fig. 3f, HUVEC Excluded and other cell types). We also analysed the overlap of sites in these sets with the human Fli1 purview in HUVECs in Patel *et al*.^27^ and found that the Core and Akt-RACVEC Up sets overlapped with murine regions that corresponded to regions identified as human Fli1 targets far more likely to be than by chance (Fig. 3g). Therefore, Akt signalling extinguishes Fli1 binding to extraneous binding sites and drives binding to genomic sites key to EC identity and function.

To identify the TFs that might bind to key EC regulatory regions, we performed *de novo* motif discovery using the genomic sequences of Fli1 DBRs identified in each cell type and data set, and searched for known motifs in the JASPAR database (Supplementary Tables 2–7)^28^. As expected, a canonical GGAA Ets binding motif was found within all Fli1 DBRs and the most highly preferred Ets-like motif, (A/C)GGAA(G/A), was very similar in all cell types and DBR sets studied. CCAAT box motifs were preferentially enriched with Fli1 DBRs in RACVECs and in the RACVEC unique set, but not in the other cell types or in the set of Core Fli1 DBRs (Fig. 3h). In contrast, a Sox consensus motif was strongly enriched in Fli1 DBRs found in Akt-LECs and Akt-RACVECs but not in DBRs found in RACVEC Unique. Furthermore, an unbiased search for accessory motifs near the most highly enriched Ets motif identified Ebox and Sox sites in the Akt-RACVEC Up set (Supplementary Fig. 3g). Finally, Sox sites were enriched in the sequences in the regions differentially bound by Fli1 in the Akt-RACVECs versus RACVECs (Supplementary Table 7). Thus, Akt signalling modifies Fli1 genomic binding site selection, favouring regions unique to ECs that often contained Sox motifs.

As multiple Sox family members have been implicated in EC development and function^29^, we searched for a specific Sox factor that might be associated with the Sox binding motif. The relevant Sox factor should be expressed in Akt-RACVECs and Akt-LECs but not in RACVECs. We found that only *Sox17* met these criteria, suggesting that Akt signalling both induced *Sox17* expression and repositioned Fli1 genomic binding towards Ets sites with nearby Sox motifs (Fig. 3i). Western blotting confirmed that Sox17 protein was present in Akt-RACVECs, Akt-LECs and LSECs, but absent in RACVECs (Supplementary Fig. 3h). These results raised the possibility that Sox17 could replace Akt signalling to enhance EC morphogenic function in RACVECs and promote engraftment.

### Sox17 augments RACVEC EC function

We hypothesized that enabling Sox17 expression in RACVECs could replace constitutively active Akt signalling and rescue the defects of RACVECs. To test this, we enforced expression of Sox17 in RACVECs and tested whether this could rescue RACVEC defects using the fibrin and matrigel plug vascularization assays (Supplementary Fig. 4a). We found that enforced Sox17 expression in RACVECs (Sox17-RACVECs) enhanced *in vitro* EC vascular function (Fig. 4a,b and Supplementary Fig. 4b). Sox17-RACVECs engrafted into lumenized, anastomosed vessels perfused with blood in matrigel plugs (Fig. 4c–e). Similarly, Sox17-RACVECs engrafted into lumenized intravital VEcad^+^ blood vessels when transplanted into mice after partial hepatectomy (Fig. 4f).

To assess engraftment and function of Sox17-RACVEC in an assay of revascularization, we injected GFP-marked RACVECs, Akt-RACVECs, Sox17-RACVECs or saline (control) intramuscularly after partial femoral artery excision. We intravitally labelled cells exposed to circulation by injecting labeled anti-VEcad antibody and found that at day14 Akt-RACVECs and Sox17-RACVECs were incorporated into host vasculature (Fig. 4g). We corroborated our microscopy results using flow cytometry of digested day 14 thigh muscle tissue (Fig. 4h). Although transplanted Akt-RACVECs and Sox17-RACVECs displayed engraftment, only Sox17-RACVECs enhanced reperfusion by days 14 and 21 compared with control (Fig. 4i and Supplementary Fig. 4c,d). We were able to observe unincorporated RACVECs at day 1 after surgery (Supplementary Fig. 4e), indicating that their absence at later times might be due to their inability to stably incorporate into vessels. Indeed, failure to recover RACVECs at later stages could be due to passive dispersal of cells or cell death as a consequence of their failure to establish homotypic and/or ECM interactions^30^. By contrast, Sox17-RACVEC and Akt-RACVEC engraftment was long-lasting and vessel-integrated cells could be observed two months after transplantation (Supplementary Fig. 4f). Hence, Sox17 functionalizes transcriptionally converted EC-like cells so they can perform as stable *bona fide* blood vessel ECs after transplantation.

We compared the transcriptomes of Sox17-overexpressing RACVECs with our other EC populations. 

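Sox17-RACVECs are RACVECs transduced with Sox17, and 3 libraries were sequenced and processed as for the other groups. Sox17, on chromosome 1, had an FPKM of 5.09, 40.1 and 200 in the libraries labelled Sox17-RACVEC 1, 2 and 3, against 0 in every RACVEC library. Its log2 fold change was 5.21 (standard error 1.12, adjusted p = 0.239). The library labelled Sox17-RACVEC 2 differed from the other two. The FPKM of Etv2 was 458 and 378 in Sox17-RACVEC 1 and 3, and 0 in the library labelled Sox17-RACVEC 2. The FPKM of Erg was 4.49 and 0 in Sox17-RACVEC 1 and 3, and 387 in the library labelled Sox17-RACVEC 2. Lyve1, a gene of lymphatic and liver sinusoidal ECs, had 11.6 and 18.7 against 1363, and Pecam1 had 586 and 714 against 5144. The library labelled Sox17-RACVEC 2 had a Pearson correlation across genes of 0.983 with Akt-RACVEC 3, 0.928 with Sox17-RACVEC 1 and 0.928 with Sox17-RACVEC 3. Sox17-RACVEC 1 and 3 had a correlation of 0.984 with each other and of 0.978 each with RACVEC 2. All 3 libraries are kept under their labels in the Sox17 comparisons, and values without the library labelled Sox17-RACVEC 2 are given for part of the results. None are given for the heatmaps of Fig. 4l and Fig. 4o.

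**Figure D3:**
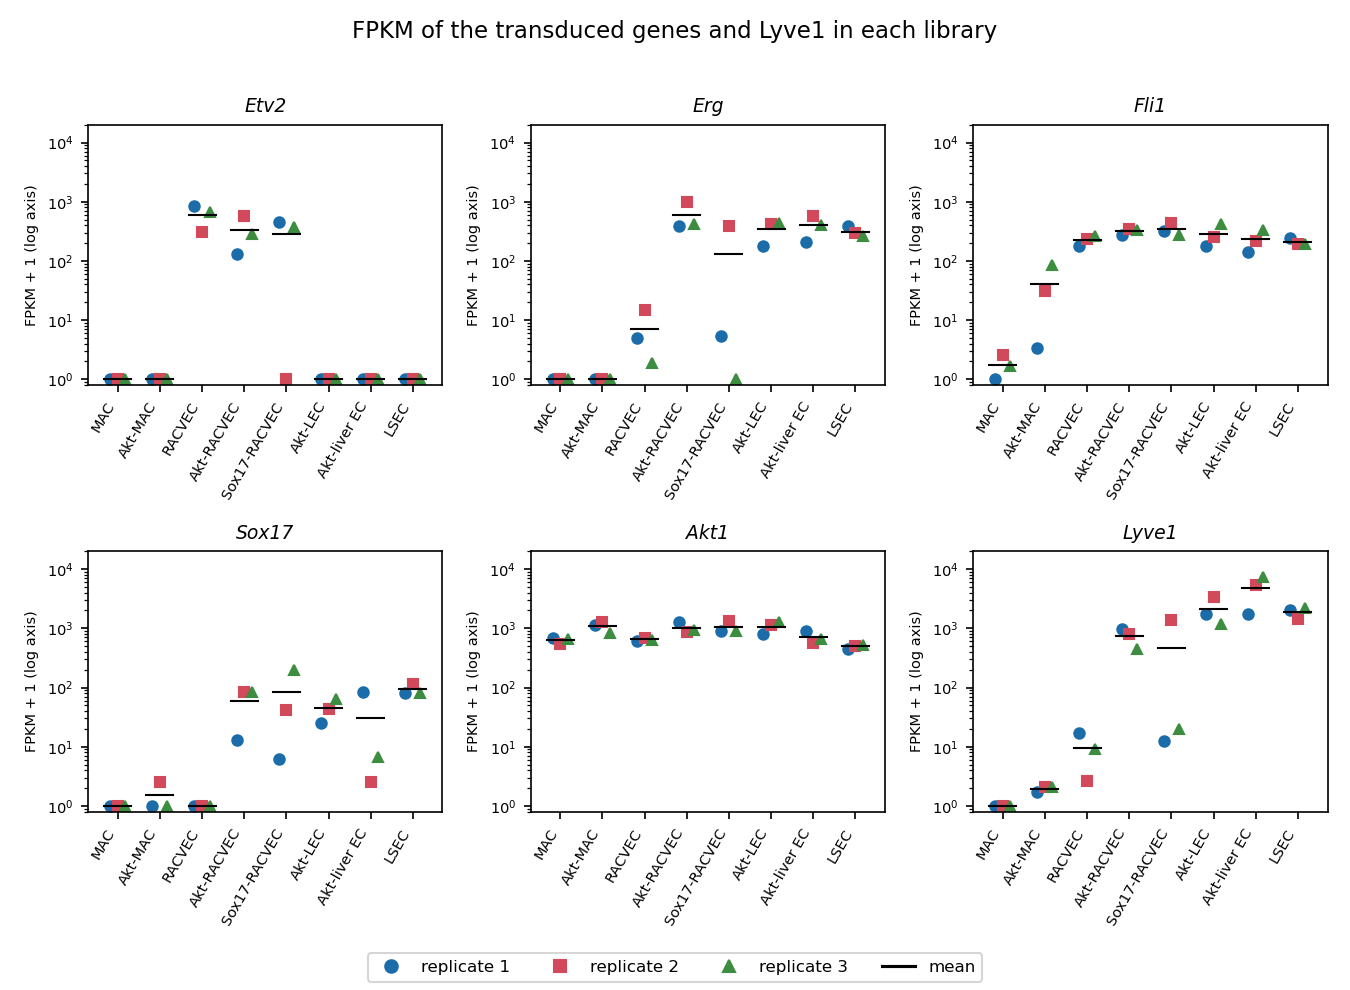
FPKM + 1 on a log axis of the transduced genes Etv2, Erg, Fli1, Sox17 and Akt1 and of Lyve1 in each library of 8 groups, with points for replicates 1 to 3 and a line at the mean of the group. The library labelled Sox17-RACVEC 2 is at an FPKM of 0 for Etv2 and at 387 for Erg.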

We found that 141 genes were more highly expressed in Sox17-RACVECs than RACVECs and 30% of these genes were also found in the constitutive Akt-induced set. 

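Under the criterion of the paper's methods, 50 of 14772 genes were higher in Sox17-RACVECs than in RACVECs. Of these, 10 (20%, 95% Wilson interval 11.2% to 33.0%) were also in the set of 245 genes higher in Akt-RACVECs, which holds 1.62% of the genes tested for Akt. Without the library labelled Sox17-RACVEC 2, 94 genes met the criterion and 13 of them (13.8%) were in the Akt-induced set. With the test made on log2(FPKM + 1), the alternative that moved the percentage most, 25 of 60 genes (41.7%) were shared. With limma, 0 genes were called higher in Sox17-RACVECs, and 198 had an unadjusted p below 0.05 past the same fold change. Between 0 and 19 genes were called when each library was left out in turn. Both sets are measured against the same RACVEC libraries. Across 14964 genes, which are not independent replicates, the Sox17 and Akt changes had a Pearson correlation of 0.718. It was 0.370 for Sox17-RACVEC 1 and 3 and 0.842 for the library labelled Sox17-RACVEC 2. When separate RACVEC libraries served as the baselines of the 2 changes, the median over 6 ways of dividing them was 0.418, and without the library labelled Sox17-RACVEC 2 it was 0.147.

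**Figure D4:**
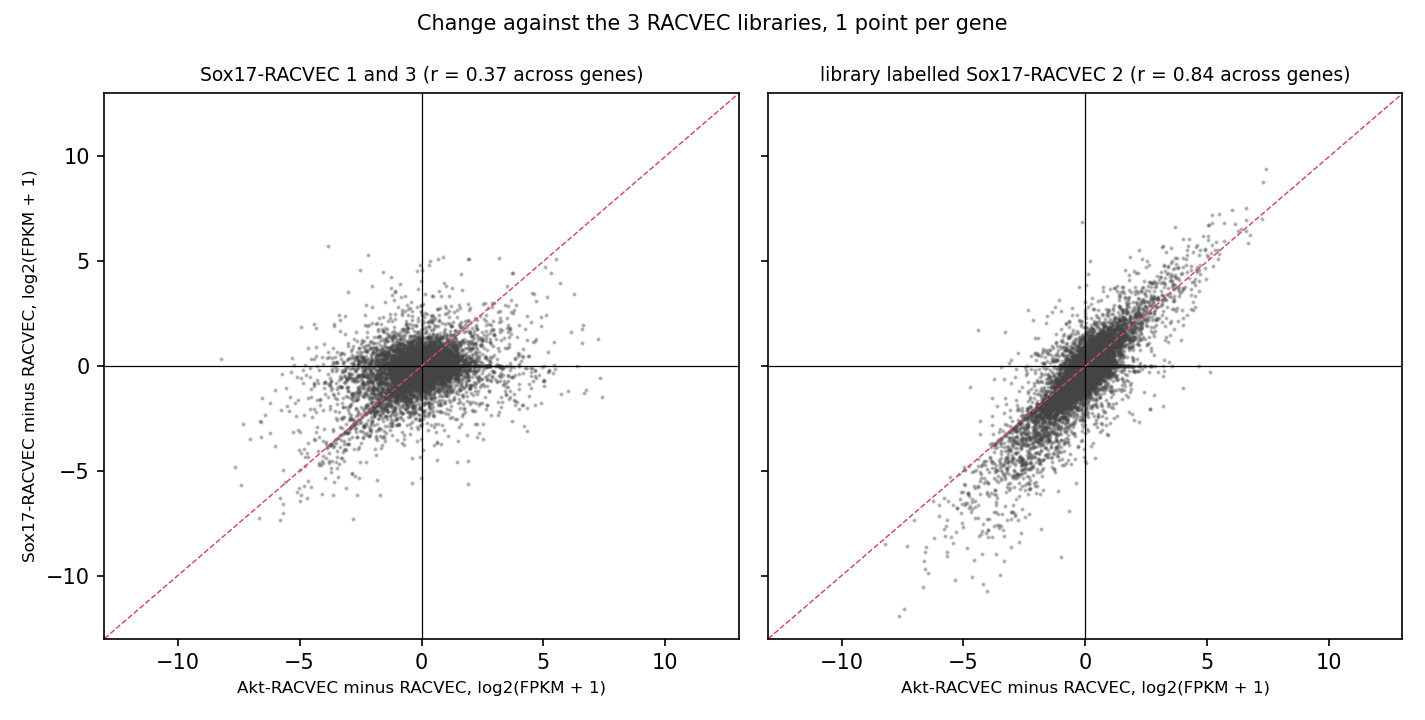
Change of each gene in log2(FPKM + 1) against the mean of the 3 RACVEC libraries, for Akt-RACVECs on the x axis and for Sox17-RACVECs on the y axis, with 1 point per gene and a dashed line where both changes are equal. The correlation across genes is 0.37 for Sox17-RACVEC 1 and 3 on the left and 0.84 for the library labelled Sox17-RACVEC 2 on the right.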

The set included *Col18a1*, *CD31*, *Tjp2 (ZO-2)* and *Vegfr2* (Fig. 4j). 

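Col18a1, on chromosome 10 from 76514923 to 76629293, had an FPKM of 1485 ± 550 (SD, n = 3) in Sox17-RACVECs and 163 ± 104 (SD, n = 3) in RACVECs, a log2 fold change of 3.29 (standard error 1.02, adjusted p = 0.476). Pecam1 had 2148 ± 2595 (SD, n = 3), a mean raised by the library labelled Sox17-RACVEC 2, and a log2 fold change of 4.43 against RACVECs (standard error 0.94, adjusted p = 0.239). Kdr had 541 ± 296 against 161 ± 56.8 (SD, n = 3 each), a log2 fold change of 1.69 (standard error 0.62, adjusted p = 0.596). In these 3 genes every library labelled Sox17-RACVEC exceeded every RACVEC library. Without the library labelled Sox17-RACVEC 2, the log2 fold changes were 3.02, 3.43 and 1.27 in this order of genes. Col18a1 met the criterion of the paper's methods, and Pecam1 and Kdr did not.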

Similar to the genes induced by Akt signalling, the Sox17-induced group was enriched for morphogenesis-associated genes (Fig. 4k). 

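The heatmap of Fig. 4l shows 17 genes. All 17 had a positive log2 fold change between the libraries labelled Sox17-RACVEC and RACVECs, from 0.083 to 5.21 with a median of 2.03. The highest value was that of Sox17, the transduced gene. They were selected from the same libraries, so that their shared direction is not an independent test. At an unadjusted p below 0.05 there were 12 genes, with limma 0 genes were called, and 2 genes met the criterion of the paper's methods. In Akt-RACVECs against RACVECs, 15 of the 17 genes were higher and 4 were called.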

The relative expression of selected morphogenesis- and angiogenesis-associated genes are shown in Fig. 4l. 

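In total, 101 genes were lower by the criterion of the paper's methods in the libraries labelled Sox17-RACVEC than in RACVECs. Of these, 49 (48.5%, 95% Wilson interval 39.0% to 58.1%) were also among the 273 genes lower in Akt-RACVECs, which make up 1.81% of the genes tested for Akt. Without the library labelled Sox17-RACVEC 2, 89 genes met the criterion and 26 (29.2%) were shared. With a test on log2(FPKM + 1), 44 of 178 genes (24.7%) were shared. Of the 101 genes, 0 were among the genes higher in Akt-RACVECs. With limma, Crp was the 1 gene called lower, with a log2 fold change of -4.78 (standard error 0.55, adjusted p = 0.000775) and an FPKM of 0 in every library labelled Sox17-RACVEC. An unadjusted p below 0.05 past the same fold change was found for 506 genes. Between 1 and 34 genes were called when each library was left out in turn. A direct comparison of Sox17-RACVECs with Akt-RACVECs called 0 genes, with 602 at an unadjusted p below 0.05. Across the fits that each left out 1 library it called between 0 and 340. The 340 arose without the library labelled Sox17-RACVEC 2, so that the count of 0 depends on this library.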

We found that 337 genes were downregulated and 30% of these genes were also found in the set of genes that were reduced in Akt-RACVECs. 

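Mmp3, on chromosome 9 from 7445822 to 7455972, had an FPKM of 748 ± 862 (SD, n = 3) in RACVECs and 1.79 ± 1.55 (SD, n = 3) in Sox17-RACVECs, a log2 fold change of -6.72 (standard error 2.72, adjusted p = 0.652). Grem1, on chromosome 2 from 113586321 to 113598803, had 220 ± 32.6 against 0.270 ± 0.468 (SD, n = 3 each), a log2 fold change of -7.49 (standard error 2.17, adjusted p = 0.431). Gas1, on chromosome 13 from 60275766 to 60278726, had 103 ± 108 against 0.223 ± 0.387 (SD, n = 3 each), a log2 fold change of -5.83 (standard error 1.45, adjusted p = 0.2995). Notch2, on chromosome 3 from 97817461 to 97954290, had 29.0 ± 5.78 against 10.6 ± 2.78 (SD, n = 3 each), a log2 fold change of -1.39 (standard error 0.65, adjusted p = 0.741). Every library labelled Sox17-RACVEC lay below every RACVEC library in all 4 genes. Grem1 and Notch2 met the criterion of the paper's methods, and Mmp3 and Gas1, whose RACVEC libraries varied more, did not. When only Sox17-RACVECs and RACVECs were fitted, Grem1 was called (adjusted p = 0.0394). Among 14964 genes ordered from the most reduced by the limma log2 fold change, Grem1 was at rank 4, Mmp3 at 7, Gas1 at 21 and Notch2 at 1014.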

The most strongly reduced genes included *Mmp3*, *Grem1*, *Gas1* and *Notch2* (Fig. 4m). Although the genes downregulated by Akt signalling were associated with cellular interactions and metabolic processes (Supplementary Fig. 2j), those downregulated by Sox17 were associated with proliferation and smoothened signalling (Fig. 4n). Genes associated with the most significantly enriched pathways are shown in Fig. 4o. Thus, Sox17 modifies a group of genes that overlaps with those affected by constitutive Akt signalling and is enriched with genes associated with morphogenesis, cellular interactions and proliferation.

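The heatmap of Fig. 4o shows 18 genes, and all 18 had a negative log2 fold change between the libraries labelled Sox17-RACVEC and RACVECs, from -7.49 to -0.70 with a median of -3.35. Because the genes were selected on these libraries, the direction is not tested independently. Of the 18, 13 had an unadjusted p below 0.05, 0 were called by limma, and 5 met the criterion of the paper's methods. All 18 were also lower in Akt-RACVECs than in RACVECs, with a median log2 fold change of -2.91.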

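The mean distance of Sox17-RACVECs was 0.0564 to RACVECs and 0.0556 to Akt-RACVECs, over 9 pairs of libraries each, and 0.0534 between the 3 libraries labelled Sox17-RACVEC. Sox17-RACVEC 1 and 3 had a mean distance of 0.0418 to RACVECs and 0.0631 to Akt-RACVECs over 6 pairs each, and the library labelled Sox17-RACVEC 2 had 0.0857 and 0.0405 over 3 pairs each. Their mean correlation with the average Akt-LEC profile was 0.941 (SD 0.00473, n = 3). From the shared genes and the pathways, whose enrichment is not analysed here, the paper concludes that the genes modified by Sox17 overlap with those affected by constitutive Akt signalling.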

## Discussion

Engineered ECs that can be expanded, transplanted and engraft into compromised blood vessels to restore their perfusion and instructive functions could significantly alter how vascular diseases are studied, treated and cured^1^,^2^. As ECs play essential roles in organ development and regeneration, engineered engraftable ECs could help repair or replace injured tissue^3^,^4^,^5^,^6^ or even reverse disease^31^,^32^,^33^. Although specific human ECs, such as HUVECs, can be propagated in culture, murine ECs tend to drift to non-vascular cells and cease proliferating. For this reason, our approach of direct conversion of mouse mid-gestation amniotic cells to ECs compares favourably with previous reports of EC production from fibroblasts and pluripotent sources because of the stability and efficiency of RACVEC generation. Direct conversion of MAFs to ECs indicated that, similar to our data, adult fibroblast-derived ECs are unstable and do not maintain their EC identity over time^34^. Human fibroblasts^35^ and adipose tissue^36^ can be converted to EC-like cells by Etv2 and Sox18, respectively, but xenobiotic barriers limited analysis of the converted cells to *in vitro* assays and short-term tests in immunocompromised mice. Thus, vascular durability *in vivo* could not be assessed in these pioneering studies. Many groups, including our own, have explored the potential of generating ECs from human and mouse pluripotent cells or employing pluripotency factors^8^,^9^,^10^,^11^,^13^. However, these valuable studies highlight the issue that initially led us to evaluate amniotic cells as potential source cell type for lineage conversion studies: the differentiated ECs derived from pluripotent cells are often unstable and drift into non-vascular lineages. RACVEC lineage stability may be a consequence of a gene or set of genes expressed, or not expressed, in amniotic cells, compared with fibroblasts. Alternatively, RACVEC stability may be attributable to a favourable chromatin state that allows TF access to a restricted set of stabilizing genes but not to genes that lead to fate instability/drift.

Transcriptome analysis of basic Ets-converted RACVECs indicated that they activated a broad range of genes expressed in cultured ECs and were more similar to cultured ECs than to their starting amniotic cell identity. RACVECs performed EC functions poorly, suggesting that endothelial functions require expression of genes not induced after enforced overexpression of Ets TFs and/or dynamic cellular adaptations that were not supported in the converted cells. We took advantage of the finding that microenvironment cues activate Akt to identify Sox17 as a factor that promotes engraftment, despite its being dispensable for broad EC gene activation.

The genomic targeting of Fli1 in converted cells was broadly similar to Fli1-binding in cultured and freshly purified ECs. Deeper analysis uncovered a novel role for constitutive Akt signalling to refine the Fli1 genomic purview, shedding non-EC genomic targets in favour of a more minimal EC purview. Fli1 sites shed in the presence of Akt signalling were enriched for CCAAT-box binding proteins (CEBP family members) that are more closely associated with haematopoietic and adipocyte activities. As Fli1 is essential for haematopoietic function, enforced expression of Fli1 may drive it to bind promiscuously to many accessible Ets motifs, regardless of whether they regulate EC or non-EC genes. It is plausible that Akt signalling shifts Fli1 binding either by altering affinity of Fli1 for particular Ets motifs or by shifting the repertoire of accessory factors with which Fli1 can bind.

Akt signalling activated Sox17 expression and enriched Fli1 binding sites with nearby Sox motifs. Sox17 is more highly expressed by arterial cells that experience high shear^30^ and by tip cells^37^. The fact that we did not see members of the Notch family associated with arteriogenesis upregulated by Sox17 could be a result of differences between the conversion process and EC differentiation or instability of arteriovenous identity in cultured ECs^38^. Nevertheless, our data show that Sox17 activates a subset of genes induced by Akt signalling that includes genes associated with morphogenesis, and cellular and ECM interactions. A simple model based on the data is that Sox17 activates genes that stabilize barrier and basal matrix interactions, while downregulating destabilizers.

Therapeutic replacement of blood vessels has been difficult to establish, because so little is known about how ECs might weave themselves into existing vascular infrastructure. Transplanted ECs can improve recovery after injuries and disease and multiple studies in mouse models have shown improved reperfusion after ischemic limb injuries^9^,^34^,^35^. However, these findings have not been borne out in clinical studies, as intramuscular delivery of bone marrow-derived cells to patients with peripheral artery disease is ineffective^39^. This discordancy could be due to the differences in injury-type, species or source cells. In addition, it is unclear whether engraftment and neovascularization, as we and others have observed in mouse models, improve clinical measures of vascular and muscular health.

This work defines a mouse-based tractable lineage conversion strategy for engineered ECs and identifies a novel regulator of EC repair functions that could be used to enhance therapeutic EC incorporation into injured vessels. This approach sets forth a platform with which the mechanisms that underlie key EC angiogenic and instructive functions can be reductively tested and identified and translated to the clinical setting.

## Methods

### Cell culture

Mid-gestation amniotic cells were isolated from pregnant females that were wild type or tdTomato reporter mice in C57BL/6 background, timed according to date (E0.5) of the observed vaginal plug. Amniotic sacs containing embryos aged E11.5–E13.5 were removed from the maternal uterus and placed in saline (PBS). The yolk sac and amnion were gently disrupted, exposing the embryo and releasing the amniotic fluid. The amniotic fluid was washed with PBS and cultured in AmnioMAX (Invitrogen 12001-027), AmnioMAX supplement (Invitrogen 12556-023) and 1 × Pen/Strep (Invitrogen 15240-062). After 5 days, the unattached cells were removed by changing media. The cells were cultured for a total of 14 days at 37° in 5% CO_2_ before conversion was initiated. Typically, one litter, containing 5–10 embryos, would yield 0.5–1 × 10^6^ amniotic cells.

MEFs were isolated from E13.5 C57BL/6 embryos. Fetal livers and heads were removed, and the remaining tissue was minced with a sterile razor blade. Preparations were incubated with 0.05% trypsin/EDTA (LDP 25-052-CI) for 30 min at 37° in 5% CO_2_, further disrupted by pipetting up and down, washed and then plated in DMEM (LDP 15-013-CM) containing 10% fetal bovine serum (FBS), 1 × Pen/Strep (Invitrogen #15240-062). MEFs were pre-cultured for 14 days.

MAFs were isolated from C57BL/6 adult tail tip and ear tissue, which were minced with a sterile razor blade and incubated with 0.05% trypsin/EDTA (LDP 25-052-CI) for 30 min at 37° in 5% CO_2_, then further disrupted by pipetting up and down. Trypsin was quenched by adding equal volume of FBS and the mixture was diluted in DMEM (LDP 15-013-CM) containing 10% FBS, 1 × Pen/Strep (Invitrogen 15240-062). MAFs were pre-cultured for 14 days. We considered a biological replicate as an independently isolated culture of MACs or MEFs, which consisted of mixed gendered embryos, and MAFs, which consisted of fibroblasts taken from one adult female.

Cells undergoing conversion were grown in EC media, which was composed of 1:1 low glucose DMEM:F12 (LDP 10-013-CV, LDP 10-080-CV), 20% FBS, 1 × Pen/Strep (Invitrogen 15240-062), 1 × non-essential amino acids (LDP 25-060-Cl), 10 mM HEPES (Invitrogen 15630-080), 100 μg ml^−1^ heparin (Sigma-Aldrich H3149), 50 μg ml^−1^ endothelial mitogen (Alfa Aeser J65416) and 5 μM SB431542 (R&D 1614) on tissue plastic coated with fibronectin (Sigma F1141). During the 28-day conversion process, EC media was supplemented with 20 ng ml^−1^ mouse VEGF-A (Peprotech 450-32).

For Akt-LEC or Akt-Liver ECs, lung or liver ECs were isolated by magnetic cell sorting, using sheep anti-rat IgG Dynabeads (Life Technologies) pre-captured with an anti-CD31 antibody. Cells were plated and allowed to grow for one day in EC media, then infected with a lentivirus encoding constitutively active myrAkt1 (Akt). One to 3 weeks later, cells were re-purified by FACS using anti-VEcad and anti-CD31 antibodies. Directly purified Liver ECs were isolated by FACS after mice were injected intravitally with fluorescently labeled anti-VEcad and Isolectin^20^. For ChIP experiments with LSECs, approximately 6 adult mice and 1.5 × 10^7^ of purified cells were used per isolate.

### Lentiviral vectors and transduction

Mouse Etv2, Erg, Fli1 and Akt complementary DNAs were cloned into the pCCL-PGK lentivirus vector. Mouse Sox17 cDNA was cloned into Lv203 (Genecopeia) lentivirus vector. Viruses were produced in 293T cells, concentrated with Lenti-X concentrator (Clontech 631232) and titred using the Lenti-X p24 Rapid Titer kit (Clontech 632200). Cells were infected using MOI 10. Sox17-RACVECs were produced by infecting RACVECs with lentivirus bearing Sox17 and performing puromycin selection.

### Antibodies

The antibodies used were as follows:

Anti-mouse Etv2 (Abcam, EPR5229(2); western blotting 1:100)

Anti-mouse Erg (Abcam, 9FY; western blotting 1:100)

Anti-mouse Fli1 (Abcam, ab15289; western blotting 1:100)

Anti-mouse CD31 (Biolegend clone 390; flow cytometry 1:2,000)

Anti-mouse VE-Cadherin (Biolegend clone BV13; flow cytometry 1:500)

Anti-mouse Vegfr2 (DC101; flow cytometry 1:500)

Anti-mouse CD62e (BD Biosceinces, clone 10E9.6; flow cytometry 1:500)

Anti-mouse Itgb1 (BD Biosciences, clone 18/CD29; flow cytometry 1:500)

Anti-mouse Meca32 (BD Biosciences, clone MECA-32; flow cytometry 1:500)

Anti-mouse Tie2 (Biolegend, clone Tek4; flow cytometry 1:500)

Anti-mouse ECadherin (BD Biosciences, Clone 36/E-Cadherin; flow cytometry 1:500)

Anti-mouse CD34 (BD Biosciences, Clone RAM34; flow cytometry 1:500)

Anti-mouse Vcam (BD Biosciences, Clone 429 MVCAM.A; flow cytometry 1:500)

Anti-mouse Sca1 (Biolegend, clone D7; flow cytometry 1:500)

Anti-mouse CD41 (Biolegend, clone MWReg30; flow cytometry 1:500)

Anti-mouse CD24 (BD Biosciences clone M1/69; flow cytometry 1:500)

Anti-mouse VE-Cadherin (R+D AF1002; IF 1:100)

Anti-mouse CD31 (Biocare, Clone Mec13.3; IF 1:100)

Uncropped western blotting images are shown in Supplementary Fig. 5.

### RNA analysis

RNA was prepared using RNAeasy Mini kit (Qiagen 74106) and 1 μg was converted to cDNA using qScript cDNA SuperMix (Quanta 95048-100). Relative transcript levels were determined by qPCR, performed on a 7500 Fast Real Time PCR System (Applied Biosystems) using SYBR Green PCR Master Mix (Applied Biosystems). No RT or template control and inspection of dissociation curves verified amplifications. Arbitrary units were determined by normalizing to Gapdh levels. Primer sequences are shown in Supplementary Methods.

RNA was prepared similarly for RNA Sequencing and the quality was checked on an Agilent Technologies 2100 Bioanalyzer. Libraries were prepared using the TruSeq RNA sample Preparation Kit (Illumina Rs-122–2001) and sequenced as 2 × 51 bp reads at the Weill Cornell Genomics Core Facility with the Illumina HiSeq2000 sequencer using paired-end module. After quality control using the Illumina pipeline, reads were mapped using Tophat with default parameters and mouse genome build mmp9 (ref. 40). Cufflinks with upper-quartile normalization and sequence-specific bias correction was used to generate Fragments per kilobase of transcript per million fragments (FPKM) values^41^.

Hierarchical clustering and principal component analysis were performed in R using log2 transformed FPKM values with distances calculated by subtracting the Pearson's correlation value from 1. Those values were also used to generate the bar graphs indicating distances to an average cultured lung EC sample. Clustering was unsupervised except when only genes associated with the GO term ‘angiogenesis' were used. Pathway analysis was performed using the set of differentially expressed genes for an indicated comparison. Genes were considered differentially expressed if their log2 fold change was greater than or less than 1 for the comparison of their averaged FPKMs and if the *P*-value was<0.05 according to a two-sided *t*-test, and not assuming equal variance. Terms among the top 10 GOTERM_BP_FAT category, as determined by DAVID, were used^42^. Heatmaps were generated using the pheatmap function in R after normalizing FPKM values by the maximum value for a given transcript.

### Genomic stability

DNA from fresh/cultured cells was isolated and purified using PureLink Genomic DNA Mini Kit (Invitrogen K182001). DNA library preps were prepared and multiplexed and used as input for low coverage whole-genome sequencing with HiSeq 100, producing 100 bp single-end reads. Sequencing reads were de-multiplexed (bcl2fastq), checked for quality (FastQC) and trimmed/filtered when appropriate (Trimmomatic). The resultant high-quality reads were mapped (BWA-MEM) to the UCSC mm9 genome build. Uniquely mapped reads were then binned (BEDTools) into 10 K bp-sized stepwise, non-overlapping window tiles spanning the mm9 genome build sequence. The resultant read counts data was then used to generate segmentation profiles for chromosomes 1–19, X and Y.

Counts were normalized to the total number of mapped reads per sample and scaled with the total number of reads in the reference sample. To ensure real value ratios, the scaled reads were adjusted by +1 count. Log2 ratios were acquired by performing log2-transformation of the adjusted and scaled experimental count over the adjusted and scaled reference count. To identify genomic regions with abnormal copy number, we implemented a circular binary segmentation algorithm^43^ on our DNA copy number data to partition genomic regions that were divergent. We used the R-package DNAcopy to plot segmentation profiles (via circular binary segmentation algorithm) for each sample in reference to LSECs. Default parameters were employed for all data processing commands.

### Fibrin bead assay

Method was adapted for use with cultured mouse cells from Nakamatsu *et al*.^44^. Cells (5 × 10^5^) were incubated with 1260 Cytodex 3 Collagen beads (GE Life Sciences 17-0485-01) overnight at 37° in 5% CO_2_ in EC media. The next day, the cells/beads were washed and resuspended in 2 mg ml^−1^ fibrinogen (Sigma-Aldrich F8630) in PBS with 0.15 U ml^−1^aprotonin (Roche 10236624001). This mix was plated with 1.25 U ml^−1^ thrombin (Sigma 82050-844) and allowed to form a solid matrix. Cell/bead/matrix preparations were cultured in StemPro-34 Serum-Free Media (Invitrogen 10639-011), reconstituted according to the manufacturer's instructions and supplemented with 1 × L-glutamine (Thomas Scientific #B003L18), 1 × Pen/Strep (Invitrogen 15240-062), 1 × β-mercaptoethanol, 0.5 mM Ascorbic Acid (Millipore), 200 μg ml^−1^ bovine holotransferrin (Sigma Aldrich T1283), 100 μg ml^−1^ heparin (Sigma-Aldrich H3149), 20 ng ml^−1^ mouse VEGF-A (Peprotech 450-32) and 20 ng ml^−1^FGF2 (Peprotech 100-18B). After 4 days, EC connections were scored by counting the number of matrix-suspended beads connected by cells and dividing by the total number of beads in a given field. Each experiment included three wells of cell/bead mixes and images were taken of each well and the mean connected percentage across those wells were averaged to generate one n. Additional controls, which contained no thrombin, were used to confirm comparable cell survival across cell types and experiments.

### *In vivo* engraftment by Matrigel and partial hepatectomy

Cells were transduced with mCherry or GFP-expressing lentivirus and purified by FACS. Cells (2 × 10^6^) were suspended in PBS containing 100 μg ml^−1^ heparin (Sigma-Aldrich H3149), 20 ng ml^−1^ mouse VEGF-A (Peprotech 450-32) and 20 ng ml^−1^ FGF2 (Peprotech 100-18B), mixed 1:1 with Matrigel (BD Biosciences 354234) and injected subcutaneously into the flanks of C57BL/6J mice. Seven days later, mice were retro-orbitally injected with fluorophore-labelled anti-VEcad antibody and killed. Plugs were removed, photographed and, if being analysed by microscopy, fixed in 4% paraformaldehyde then embedded in OCT. If incorporation was being quantitated, plugs were enzymatically digested with 2.5 mg ml^−1^ Collagenase A (Roche 11088793001) and 1 unit ml^−1^ Dispase II (Roche 04942078001) for 30 min at 37 °C under gentle agitation, filtered and analyzed by flow cytometry.

For hepatectomies, the right medial, left medial and left lateral lobes of C57Bl/6 mice were resected with silk suture (Roboz) after anaesthetization with 100 mg kg^−1^ ketamine and 10 mg kg^−1^ xylazine. The sutures were used to tie off the individual lobes, one at a time, and scissors were used to but the lobe just distal to the suture to minimize injury and blood loss. GFP- or tdTomato-labelled cells (5 × 10^5^) were resuspended in PBS and injected intrasplenically into mice that underwent 70% partial hepatectomy, as described previously^20^. After 14 days, mice were retro-orbitally injected with fluorescently-labeled anti-VEcad, killed and the organs were fixed, mounted and prepared for imaging by fluorescent microscopy.

### ChIP analysis

Anti-Fli1 or control Rabbit IgG (Ab46540) were used to identify Fli1-bound regions using a method based on detailed protocol report^20^. Cells (2–5 × 10^7^) were fixed in 1% paraformaldehyde diluted in EC media. Fixation was quenched with 125 mM glycine and the cells were washed three times with PBS. After nuclei isolation and sonication using a Bioruptor, chromatin-protein complexes were incubated with 10 μg antibody bound to Dynabeads M-280 (Invitrogen) overnight at 4 °C under gentle agitation. Complexes were washed with PBS containing 0.5% BSA and 5 mM EDTA using magnetic separation and then DNA purified by phenol-chloroform extraction. Enrichment was tested by qPCR, paired-end (75/75 bp) libraries were produced and then sequenced at the MSKCC Integrated Genomics Operation on Illumina HiSeq 4000. Sequences were mapped to the mm9 genome reference using bwa mapper. Analysis of Fli1 DBRs was done using a combination of SAMtools and custom R and Python scripts to carry out general linear modeling^45^. Salient features of this analytical framework are the use of a negative binomial error model and appropriate false discovery rate corrections to identify Fli1 DBRs associated with a particular phenotype. This method controls the type 1 error while preserving good detection power for differential binding. Contrast models were used to identify differential Fli1 sites in the different cell types. DBRs were prioritized by the fold change between groups (Fli1 v IgG or between cell types) and the corrected *P*-value, to identify the genomic elements with the most robust group effect on the Fli1 binding purview. Motif analyses were performed with tools from the MEME suite^28^.

### Hindlimb ischaemia

The proximal part of the femoral artery and the bifurcation point between the popliteal artery and the saphenous artery of C57Bl/6 mice were ligated and all side braches were dissected. The femoral artery was excised out via ligated points. With the muscle still exposed, 5 × 10^5^ cells suspended in PBS were injected into the gracilis muscle. Hindlimb reperfusion was measured at indicated time points with laser Doppler perfusion imager (Persican PM3, Perimed). For quantification or visualization, one randomly selected member of each group was selected and, retrorbitally injected with fluorescently-labelled anti-VEcad antibody and sacrificed to visualize tissue. Fixed and mounted tissue sections were analysed by fluorescent microscopy.

### Statistics

Significance of pairwise comparisons were determined using unpaired Student's *t*-tests with a significance threshold at *P*<0.05. All values are presented as mean with error bars, indicating s.d. For genomic stability, a cutoff threshold of 3+ absolute s.d. was used for segment split calling. For ChIP sequencing, selection criteria were set at absolute value (log fold change)>1.5, false discovery rate<0.01, logCPM>−3.

### Code availability

For specific requests, please contact the corresponding author.

### Data availability

The data that support the findings of this study are presented within the manuscript and Supplementary Files. Sequencing data have been deposited in the GEO repository accession codes GSE85642 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85642.

## Additional information

**How to cite this article:** Schachterle, W. *et al*. Sox17 drives functional engraftment of endothelium converted from non-vascular cells. *Nat. Commun.* **8,** 13963 doi: 10.1038/ncomms13963 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1–5, Supplementary Table 1–7, Supplementary Methods.

Peer Review File

## Figures and Tables

**Figure 1:**
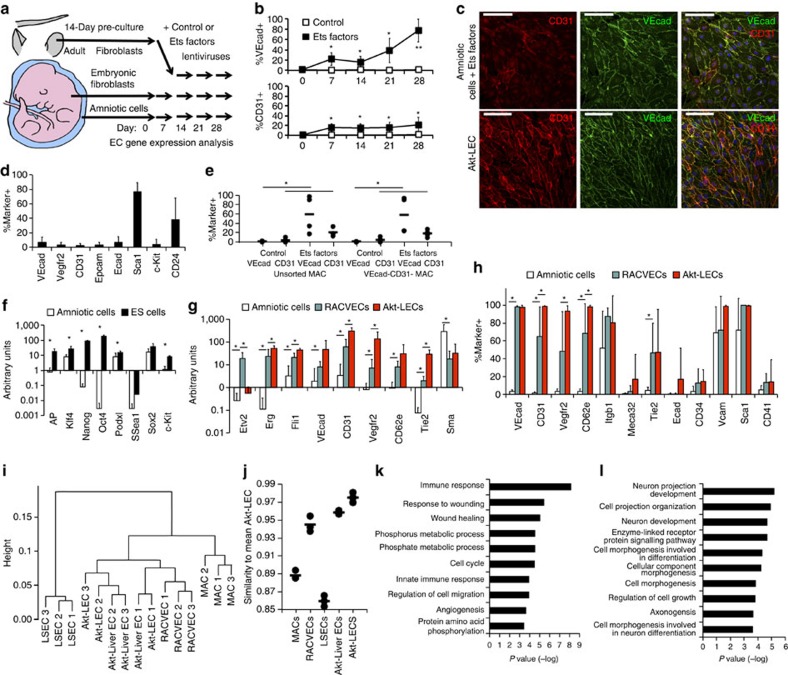
Non-vascular MACs can be converted to EC-like cells. (**a**) Schematic of conversion of adult fibroblasts, embryonic fibroblasts and mid-gestation MACs. (**b**) Time course of surface expression of VEcad and CD31 on control and Ets TF-infected amniotic cells analysed flow cytometry (*n*=6). (**c**) Surface expression of VEcad and CD31 on Ets TF–infected MACs after day 28 and on cultured Akt-LECs as detected by fluorescent microscopy. Scale bars, 100 μm (**d**) Flow cytometry indicating surface expression of EC and pluripotency markers on amniotic cells (*n*=5). (**e**) Amniotic cells were precultured and then depleted of the VEcad^+^ or CD31^+^ cells and conversion efficiency was assessed by surface expression of VEcad and CD31 28 days after initiation of conversion conditions (*n*=4). (**f**) qPCR of pluripotency factors transcript levels in amniotic cells compared to embryonic stem cells (*n*=5). (**g**) qPCR detecting transcripts of EC markers expressed in amniotic cells, RACVECs, and Akt-LECs (*n*=7). (**h**) Surface expression of EC markers on amniotic fluid cells, RACVECs, and Akt-LECs assessed by flow cytometry (*n*=5). (**i**) Hierarchical clustering based on whole-transcriptome analyses of MACs, RACVECs, directly isolated liver ECs (LSECs), Akt-transduced liver ECs and Akt-transduced LECs. (**j**) An average Akt-LEC sample was calculated and 1-Pearson correlations between expression profiles were calculated to represent the proximity of each sample to the average Akt-LEC sample. (**k**) GO term analysis using the set of genes in which FPKM values were upregulated by more than log2, *P*<0.05, for RACVECs versus amniotic cells. Genes upregulated in converted cells were enriched for EC and EC-related terms. (**l**) GO term analysis using the set of genes in which FPKM values were downregulated by more than log2, *P*<0.05, for RACVECs versus MACs. For all panels, bar heights indicate means, error bars indicate s.d. among biological replicates, *P<0.05 and **P<0.01 two-sided *t*-tests, assuming normal distribution.

**Figure 2:**
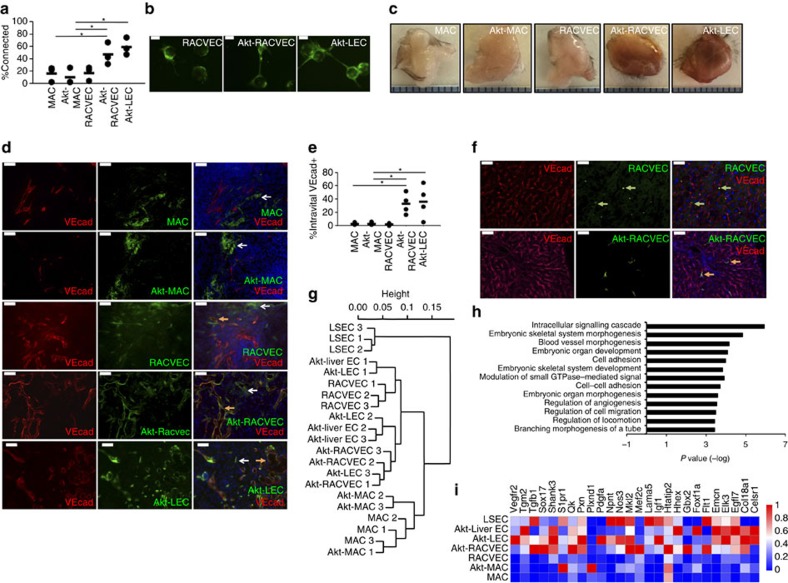
Constitutive Akt-signaling endows RACVECs with EC functions. (**a**) *In vitro* network quantification. Branching was scored by dividing the number of beads connected to another bead by an EC tube over the total number of beads in a given field. Representative fields are shown in Supplementary Fig. 2d (*n*=3). (**b**) EC branching, detected by fluorescent microscopy, between beads for RACVECs, Akt-RACVECs and Akt-LECs. Scale bars, 100 μm. (**c**) *In vivo* tubulogenesis of MACs, Akt-MACs. RACVECs, Akt-RACVECs and Akt-LECs. Seven days after implantation, mice were killed and plugs were dissected and photographed with a millimetre ruler. (**d**) Dissected matrigel plugs from mice that were retro-orbitally injected with fluorescently labeled anti-VEcad antibody and plugs analyzed by fluorescent microscopy. White arrows point at unincorporated GFP^+^ cells, whereas orange arrows point at engrafted GFP^+^intravital VEcad^+^ cells. Scale bars, 50 μm. (**e**) Matrigel plugs were dissociated. Resulting cell preparations were analysed by flow cytometry. The %intravital VEcad^+^ on the *y* axis represents the percent of labeled cells recovered from the plug that were also stained by intravital fluorescently labelled anti-VEcad antibody (*n*=4). (**f**) Mice were hepatectomized and injected intrasplenically with fluorescently labelled RACVECs or Akt-RACVECs. Fourteen days later they were retro-orbitally injected with fluorescently labelled anti-VEcad antibody and analysed by fluorescent microscopy. Green arrows point at GFP^+^ cells, orange arrows point at engrafted GFP^+^intravital VEcad^+^ cells. Scale bars, 50 μm. Three independently isolated Akt-RACVECs were tested in three experiments and for all isolates, we observed engraftment. (**g**) Hierarchical clustering based on whole-transcriptome analyses. (**h**) GO term analysis using the set of genes in which FPKM values were increased by more than log2, *P*<0.05, for Akt-RACVECs versus RACVECs. (**i**) Heatmap with genes from the vessel and branching morphogenesis GO categories shown in Fig. 2h. Colours reflect *Z*-scores of individual isolates with blue representing 0 and red representing the maximum FPKM value, 1, for a given transcript. For all panels, bar heights indicate means, error bars indicate s.d. among biological replicates, *P<0.05 and **P<0.01 in two-sided *t*-tests, assuming normal distribution.

**Figure 3:**
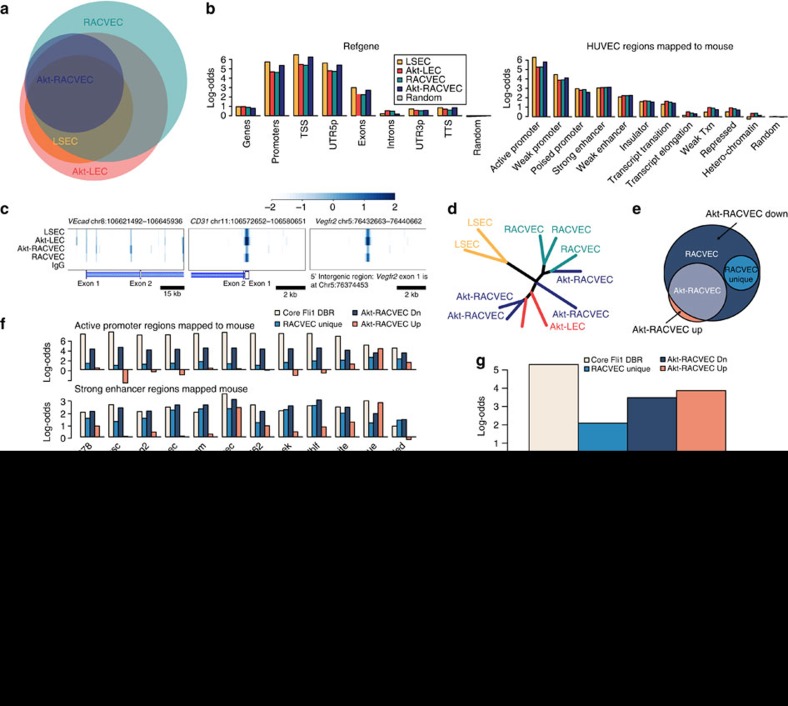
Akt signalling steers the genomic targeting of Fli1 towards endothelial genes. (**a**) Venn diagram indicating overlapping DBRs. (**b**) The log-odds ratio of the overlap between the indicated refGene elements (top graph) and the genomic locations of the indicated Fli1 DBRs is shown. Grey is a control set of random genomic locations with the same median bp length as the Fli1-bound regions. The lower graph indicates the overlap between the indicated regulatory regions derived from ENCODE chromatin states for HUVECs and the genomic locations of the Fli1-bound regions for each cell type. (**c**) Heatmaps of selected loci of EC genes. The mean binding signal for biological replicates is shown in blue scale. Gene structures are represented with white bars (exons) and blue (introns). (**d**) Dendogram of Fli1-binding in all samples depicts similarity by *k*-means distance/clustering based on normalized Fli1-binding logFC. (**e**) Venn diagram indicating overlapping and unique regions. Purple represents sites in Akt-RACVEC set and the darker blue represents RACVEC sites that are downmodulated compared with Akt-RACVEC, the light blue represents sites that are absent in all other cell types but RACVEC and the slice of orange represents sites upmodulated in Akt-RACVECs. (**f**) Overlap between murine elements homologous to chromatin states ENCODE defined as active promoter and the indicated Fli1-binding site sets. The probabilities are indicated on the *y* axis and the cell types whose regulatory regions were analysed are indicated on the *x* axis. (**g**) Overlap between murine genomic elements homologous to Fli1-bound regions in HUVECs^27^ and the genomic locations of Fli1-bound regions. (**h**) Enrichment of motifs representative of specific families is shown for the indicated datasets. Inverse log *E*-values are indicated on the y-axis (higher is more enriched). (**i**) qPCR detecting transcripts of members of the Sox family of TFs among MAC, Akt-MAC, RACVEC, Akt-RACVEC and Akt-LEC (*n*=5). Bar heights indicate means, error bars indicate s.d. among biological replicates tested in experiments performed at different times, *P<0.05 according to two-sided *t*-tests, assuming normal distribution.

**Figure 4:**
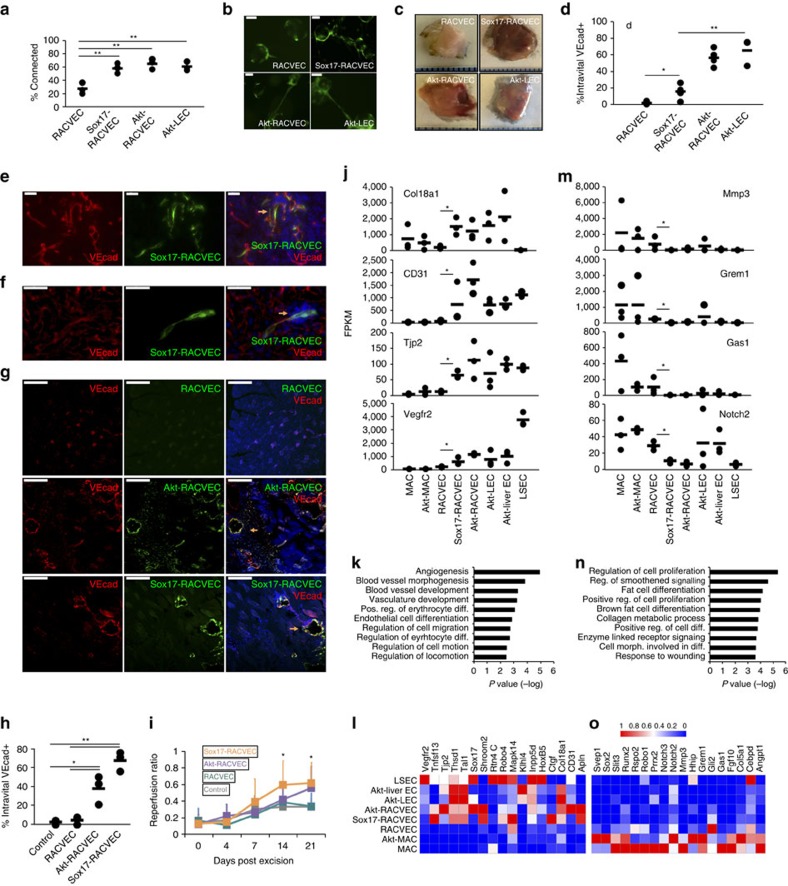
Sox17 enhances conversion and endows RACVECs with EC functions. (**a**) *In vitro* network quantification. Representative fields are shown in Supplementary Fig. 4b (*n*=3). (**b**) EC connections between beads with Sox17-RACVECs. Scale bar, 100 μm. (**c**) *In vivo* tubulogenesis of RACVECs, Sox17-RACVECs and Akt-LECs. Plugs were dissected and photographed with a millimeter ruler. (**d**) Matrigel plugs were fixed and sectioned and analyzed by fluorescent microscopy. Orange arrows point at engrafted GFP^+^intravital VEcad^+^ cells. Scale bars, 50 μm (*n*=3). (**e**) Matrigel plugs were dissociated and analyzed by flow cytometry. The %intravital VEcad^+^ represents the percent of labelled cells recovered from the plug that were stained by intravital anti-VEcad antibody (*n*=3). (**f**) Two mice were hepatectomized and injected intrasplenically with GFP-labelled Sox17-RACVECs. Liver sections were analysed by fluorescent microscopy. Orange arrows point at engrafted GFP^+^intravital VEcad^+^ cells. Scale bars, 50 μm. (**g**) Mice that underwent unilateral artery excision and cell transplantation were injected with fluorescently labelled anti-VEcad antibody and killed. Images of mice from day 14. Orange arrows point at engrafted GFP^+^intravital VEcad^+^ cells. Scale bars, 200 μm. (**h**) Thigh muscles were dissociated and analysed by flow cytometry 14 days after injury and cell injection. The %intravital VEcad^+^ represents the percent of labeled cells recovered from the muscle that were stained by intravital anti-VEcad antibody (*n*=3). (**i**) At days 1, 4, 7, 14 and 21 reperfusion was measured as the ratio of intensity measured in the affected limb over the unaffected limb (*n*=8). Bar heights indicate means, error bars indicate s.d. among individual male animals, *P<0.05 and **P<0.01 two-sided *t*-tests assuming normal distribution. (**j**,**m**) FPKMs indicating transcript levels of indicated genes (*n*=3). (**k**,**n**) GO term analysis using the set of genes in which FPKM values were increased by more than log2, *P*<0.05, for Sox17-RACVECs versus RACVECs and vice versa. (**l**,**o**) Heatmaps of representative cell types with selected genes. Colours reflect *Z*-scores of individual isolates with blue representing 0 and red representing the maximum FPKM value, 1.

# Supplementary material for: Sox17 drives functional engraftment of endothelium converted from non-vascular cells
**Source:** Nat Commun. 2017 Jan 16;8:13963. doi: 10.1038/ncomms13963
**Supplement:** Supplementary Information — Supplementary Figures 1–5, Supplementary Table 1–7, Supplementary Methods.

SUPPLEMENTARY INFORMATION

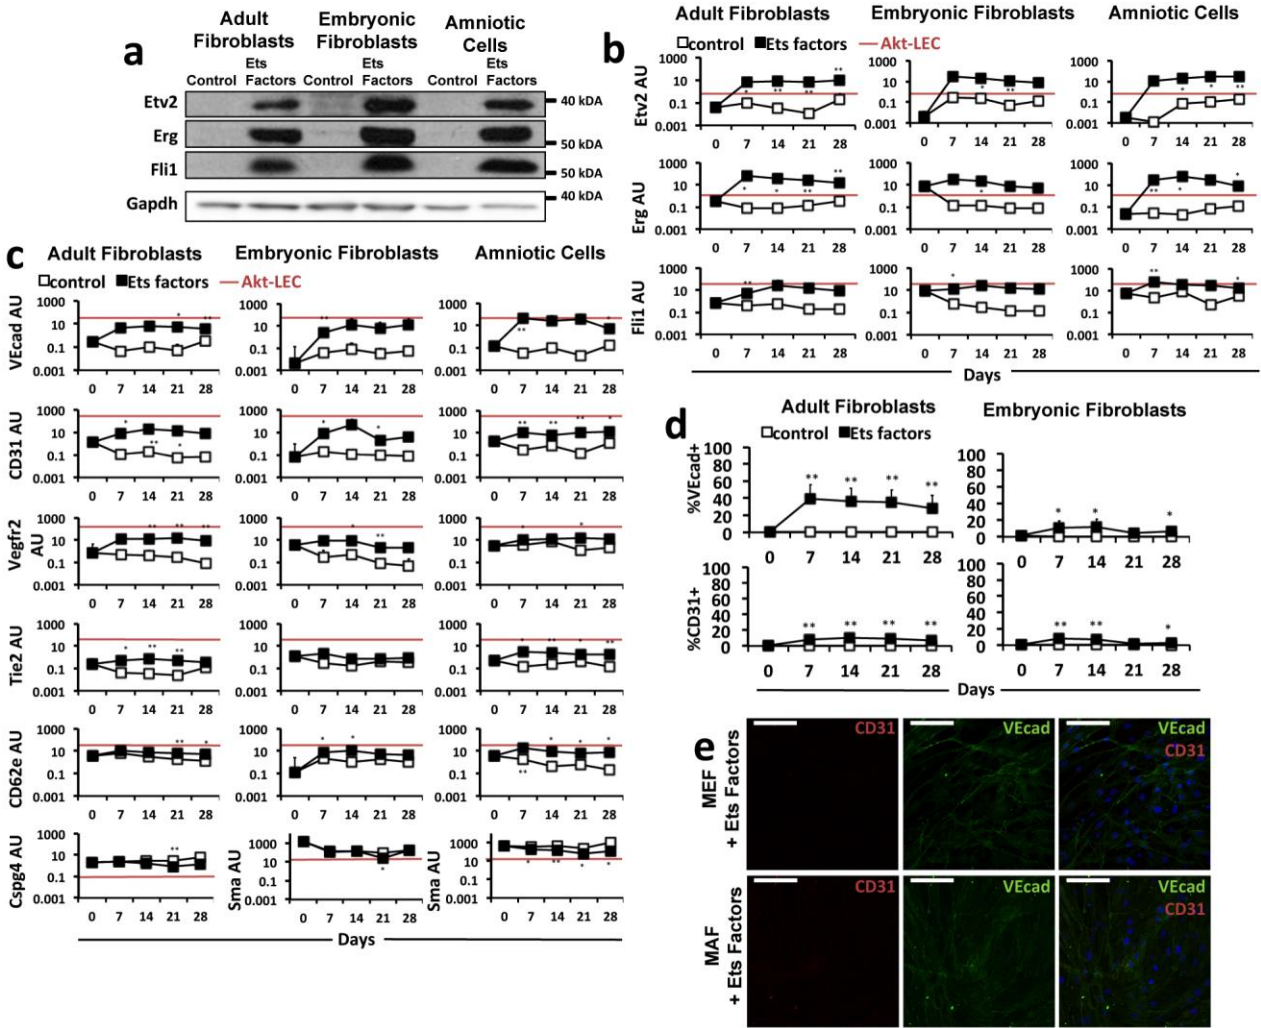

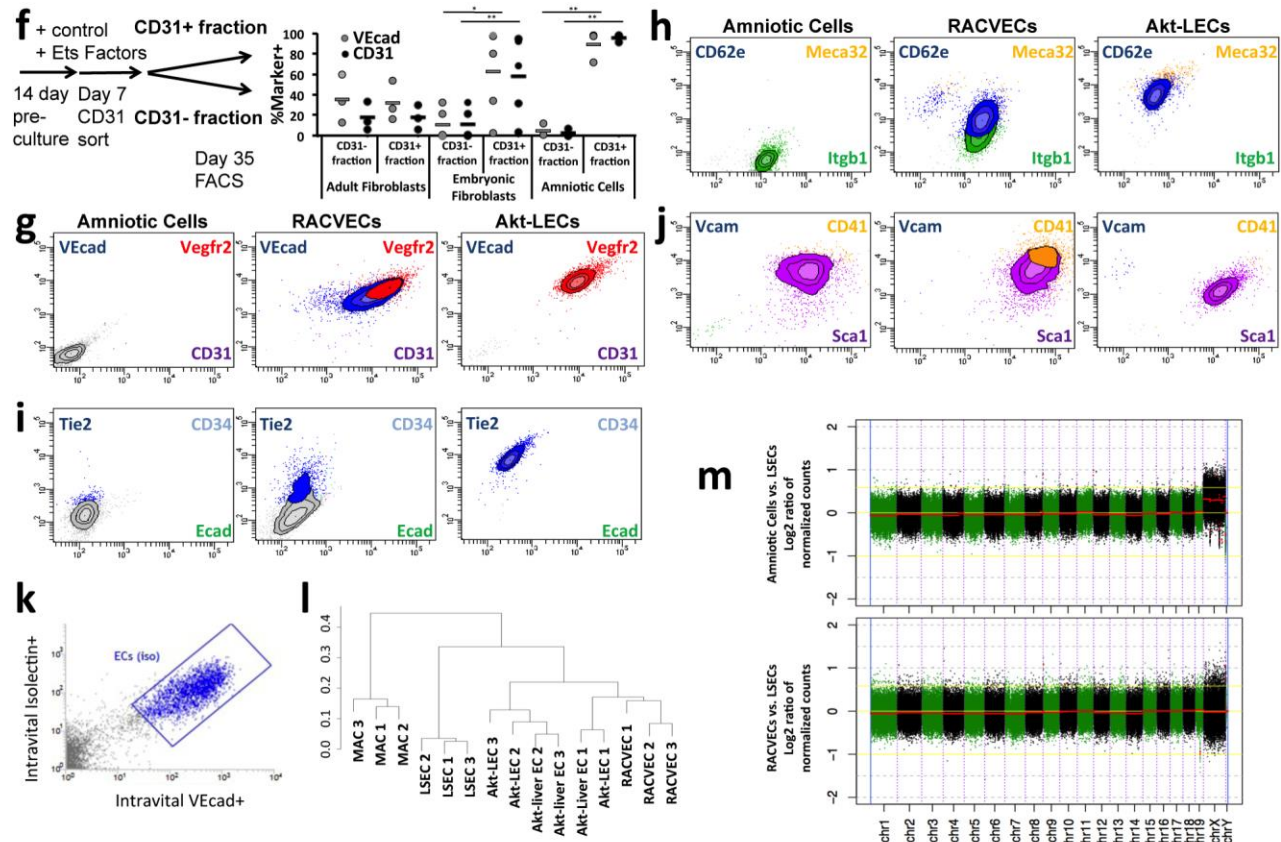

**Supplementary Figure 1. Adult and embryonic fibroblasts do not efficiently convert to EC-**

**like cells. a**, Western blotting showing expression of lentivirally-introduced Ets transcription

factors Etv2, Erg, and Fli1 at day 7. **b**, QPCR showing expression of Etv2, Erg, and Fli1 transcript

levels. **c**, QPCR showing expression of transcript levels (n=6). The red line indicates the average

level observed in Akt-LECs (n=7). **d**, Surface expression of VEGf and CD31 on control and Ets

transcription factor-infected adult fibroblasts and embryonic fibroblasts analyzed by flow

cytometry (n=6 for adult fibroblasts, n=5 for embryonic fibroblasts). **e**, Surface expression of

VEGf and CD31 on MAFs and MEFs after day 28 as detected by fluorescent microscopy. Scale

bars = 100  $\mu$ M **f**, Cells were grown in conversion conditions for 7 days and then the CD31-positive

and negative fractions were isolated by FACS. Surface expression of VEGf and CD31 were

subsequently analyzed by flow cytometry at day 35 (n=3). **g-j**, Representative plots of EC protein

expression for MACs, RACVECs, and Akt-LECs. For each plot, the x- and y-axes are labeled and

cells positive for a third marker, indicated in the upper right corner, are colored in red (**g**), orange (**h**), light blue (**i**), and orange (**j**). AU = arbitrary units, bar heights indicate means, error bars indicate standard deviations among biological replicates, asterisks indicate  $p < 0.05$  and double asterisks indicate  $p < 0.01$  two-sided t-tests assuming normal distribution. **k**, Sample FACS plot of LSEC purification by intravital anti-VEcad and isolectin staining. **l**, Hierarchical clustering based on FPKMs of genes within the “angiogenesis” GO category for MACs, RACVECs, directly isolated LSECs, Akt-liver ECs, and Akt-LECs. **m** Plots reads counts are shown for the indicated cell types over directly purified LSECs. The yellow line at  $Y=0$  represents equal amounts of read counts, the slashed yellow line at  $Y=0.58$  represents one duplication, and the dotted yellow line at  $Y= - 1$  indicates a loss of one copy. The segmentation line is indicated in red. The chromosomes are shown in alternating colors and labeled by number.

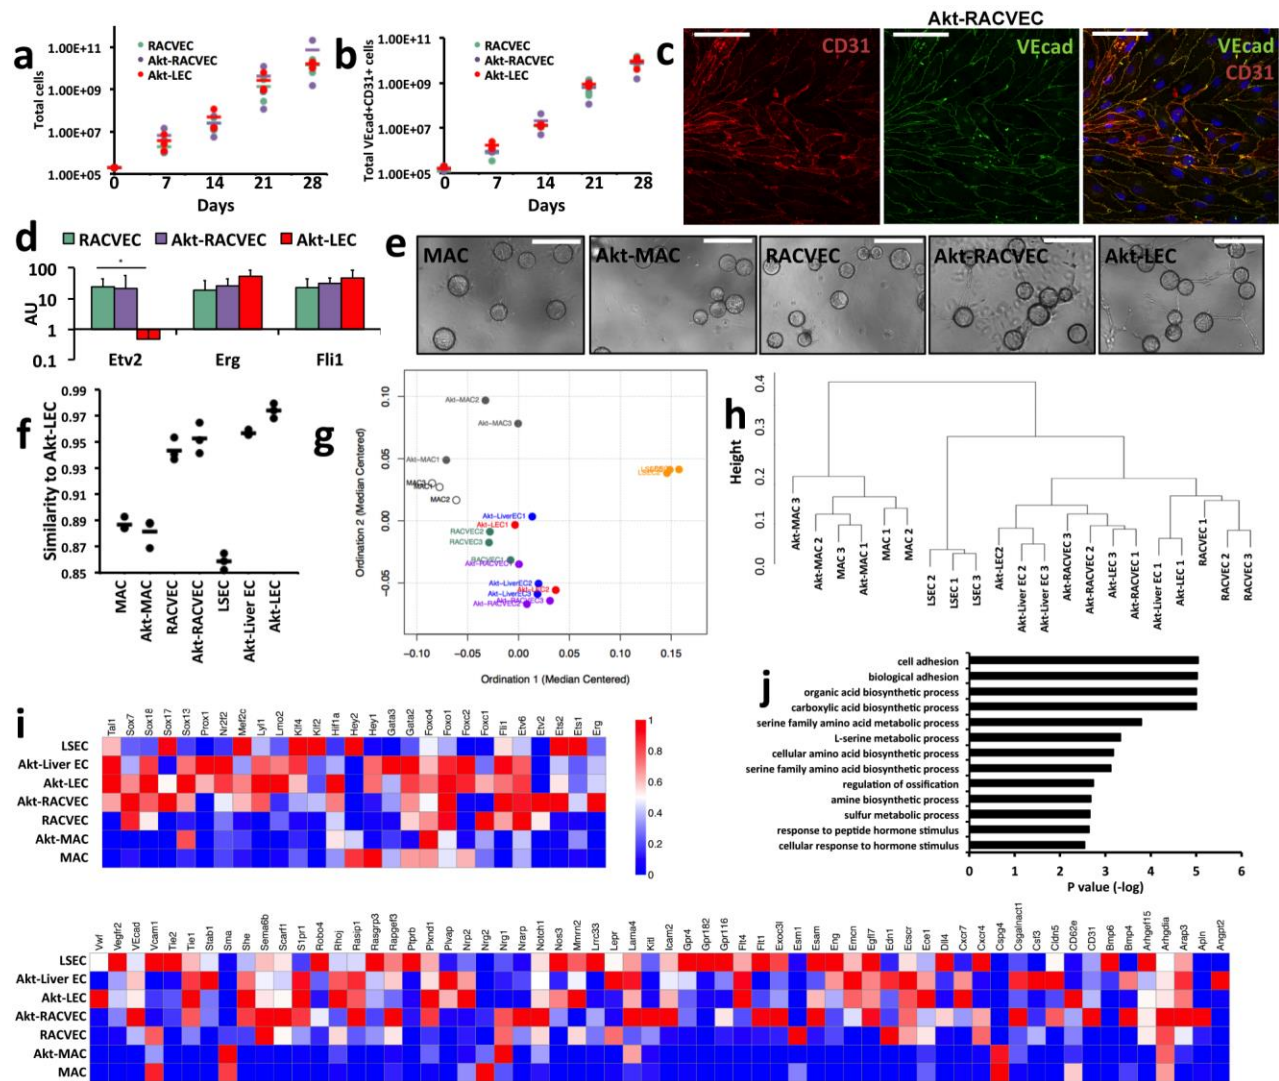

**Supplementary Figure 2. Constitutive Akt-signaling endows RACVECs with EC functions.**

**a**, RACVECs, Akt-RACVECs and Akt-LECs were seeded at equal numbers and grown in EC growth conditions. At the indicated time points, cells were counted and **b**, the percentages of cells that were VEcad<sup>+</sup>CD31<sup>+</sup> were determined by flow cytometry (n=3). **c**, Surface expression of VEcad and CD31 on Akt-RACVECs as detected by fluorescent microscopy. Scale bars = 100  $\mu$ M **d**. QPCR detecting transcripts of ETV2, ERG and FLI1 RACVEC, Akt-RACVEC, and Akt-LEC (n=6). **e**, Representative images used to calculate percentages of connected beads for MAC, Akt MAC, RACVEC, Akt-RACVEC, Akt-LEC. Scale bars = 500 $\mu$ M. **f**, An average Akt-LEC sample was calculated and 1-Pearson correlations between expression profiles were calculated to represent

the proximity of each sample to the average Akt-LEC sample. **g**, Principal component analysis based on FPKMs of indicated samples. Dots represent individual isolates and are colored by sample type. **h**, Hierarchical clustering based on FPKMs of genes within the “angiogenesis” GO category for MACs, Akt-MACs, RACVECs, Akt-RACVECs, cultured Akt-liver ECs and Akt-LECs. **i**, Heatmaps of representative LSECs, Akt-liver ECs, Akt-LECs, Akt-RACVECs, RACVECs, Akt-MACs, and MACs with selected EC genes. Colors reflect Z-scores of individual isolates with blue representing 0 and red representing 1, the maximum FPKM value for a given transcript. **j**, GO term analysis using the set of genes in which FPKM values were decreased by more than  $\log_2$ ,  $P < 0.05$ , for Akt-RACVECs versus RACVECs. For all panels, bar heights indicate means, error bars indicate standard deviations among biological replicates performed at different times, asterisks indicate  $p < 0.05$  and double asterisks indicate  $p < 0.01$  two-sided t-test assuming normal distribution.

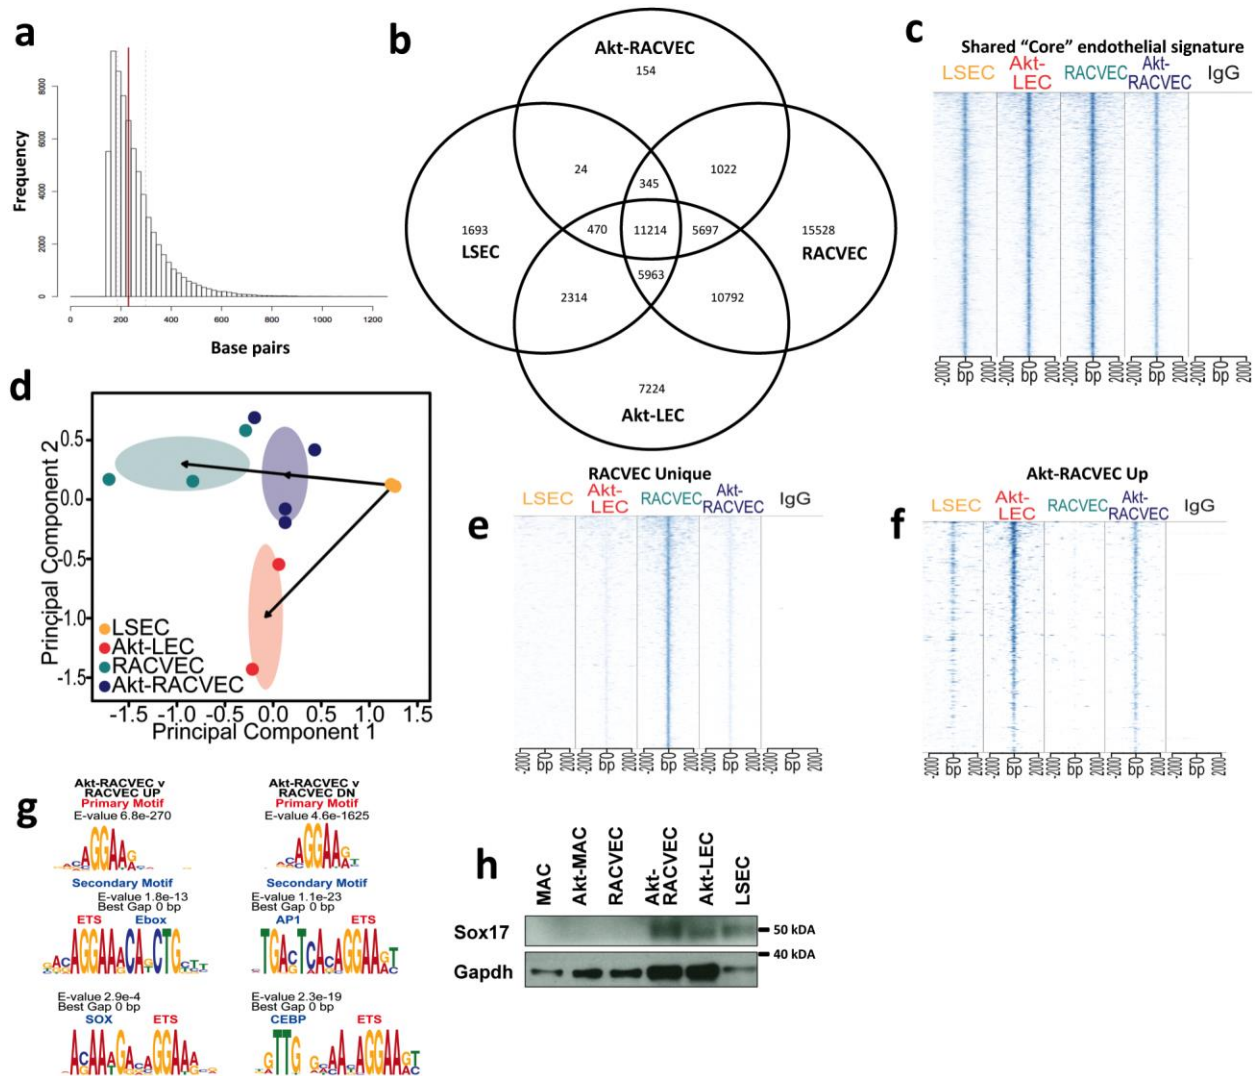

**Supplementary Figure 3. The genomic targets of Fli1 are altered in the presence of constitutive Akt-signaling.** **a**, Histogram depicting the width of all Fli1-bound regions. The red line indicates the median width and the dotted grey lines are the 25<sup>th</sup> and 75 percentiles. **b**, Simplified Venn diagram with numbers of Fli1-bound regions, compared to IgG, contained in each group. This figure is not to scale. **c**, Heatmap of Fli1-binding signals at each site belonging to the set of “Core” DBRs (-2500 to + 2500 bp) shown in rows. **d**, Principal component analysis based on normalized Fli1-binding logFC. Dots represent individual isolates and are colored by sample type. The colored ovals represent the means of each cell type and the size is determined by the standard deviation along the two principle components. The arrows indicate the dissimilarities

between groups. **e**, Heatmap of Fli1-binding signals at each site in the RACVEC unique set. **f**, Heatmap of Fli1-binding signals at each site in the set composed of regions more strongly bound in Akt-RACVECs compared to RACVECs, known as Akt-RACVEC Up. **g**, Enrichment of secondary motifs representative of TF families is shown for the indicated datasets. **h**, Western blotting showing Sox17 protein in MAC, Akt-MAC, RACVEC, Akt-RACVEC, Akt-LEC, and LSEC samples.

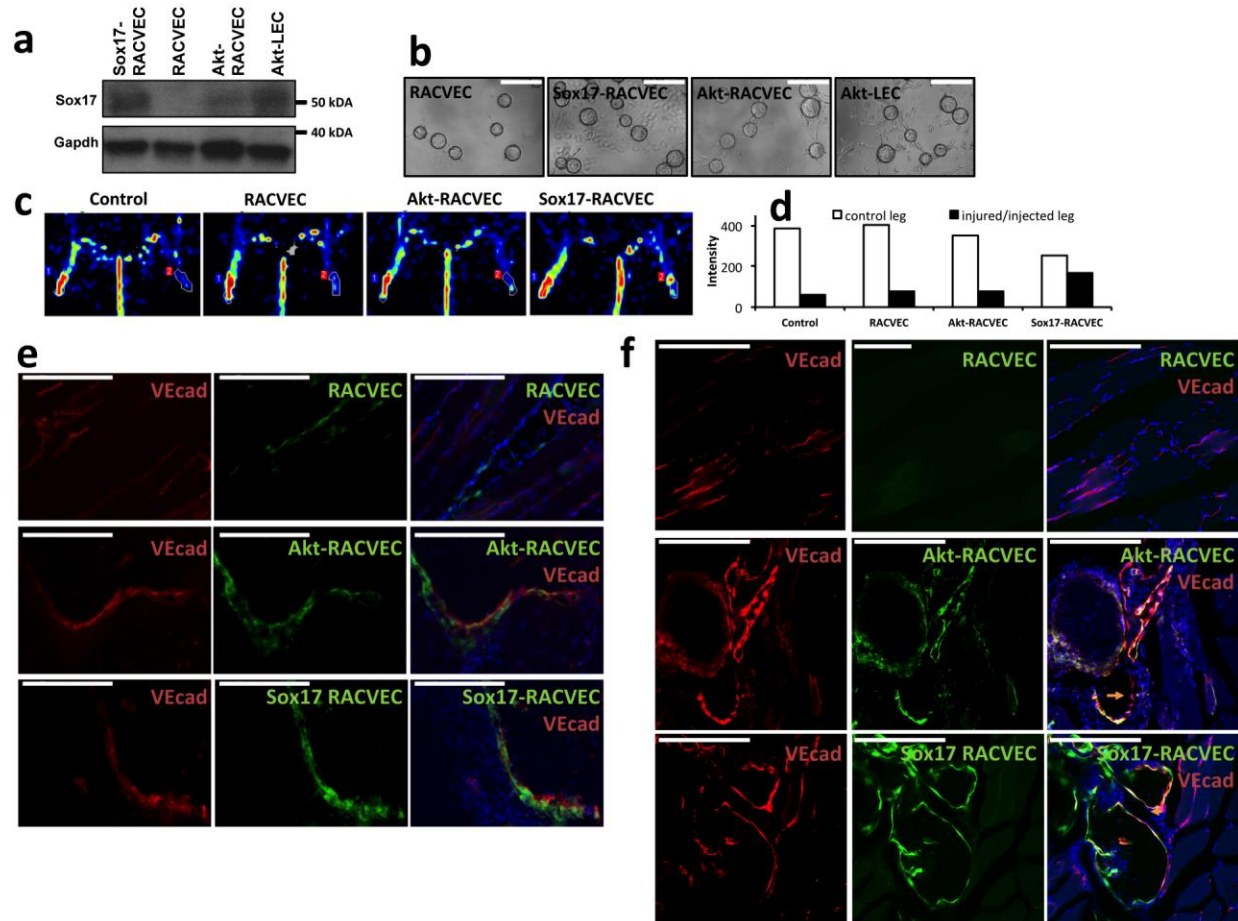

#### Supplementary Figure 4. Sox17 enhances conversion and endows RACVECs with EC

**functions.** **a**, Western blotting showing Sox17 protein in Sox17-RACVECs, RACVECs, Akt-RACVECs, and Akt-LECs. **b**, Representative image used to calculate percentages of connected beads for Sox17-RACVEC. Scale bars = 500μM. **c**, Representative Doppler images from day 14 of mice that underwent unilateral femoral artery excision and were injected with PBS, RACVEC, Akt-RACVEC, and Sox17-RACVEC. **d**, Samples intensity values derived from perfusion images shown in Supplementary Figure 4c. **e**, Mice that underwent unilateral artery excision and RACVECs, Sox17-RACVECs, or Akt-RACVEC injection were injected with fluorescently labeled anti-VEcad antibody and sacrificed. Images of sections of mouse limbs 1 day after surgery and injection. Scale bars = 200μM. **f**, Images of sections of mouse limbs 2 months after surgery and injection. Scale bars = 200μM.

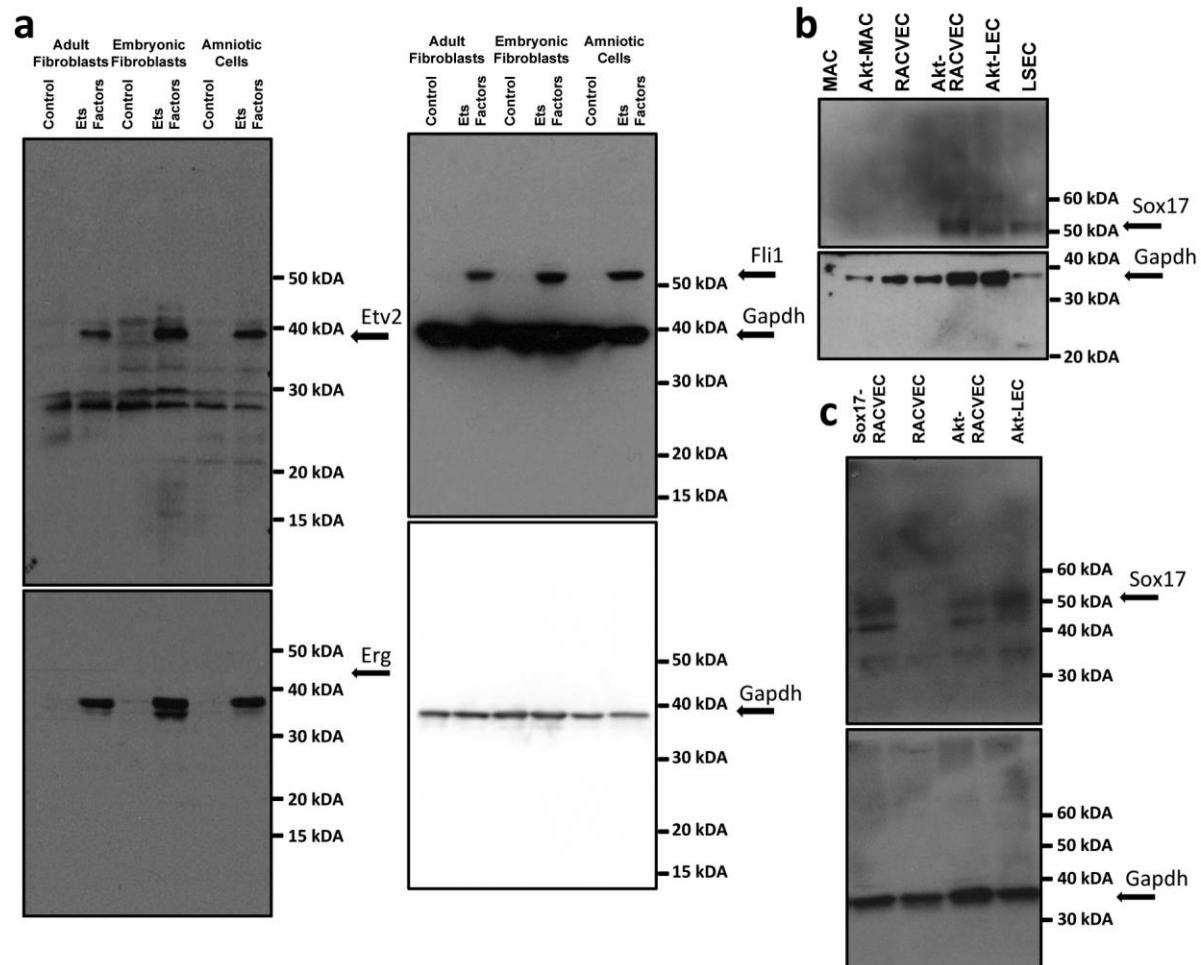

**Supplementary Figure 5.** Uncropped Western blots. a. Uncropped versions of Western blots shown in Supplementary Figure 1a. Note that Fli1 and Gapdh protein were detected on the same membrane. The highly exposed image was used to determine Fli1 protein levels while a briefly exposed image, shown below, was used to visualize Gapdh levels. b. Uncropped versions of Western blots shown in Supplementary Figure 3h. c. Uncropped versions of Western blots shown in Supplementary Figure 4a.

**Supplementary Table 1.**

|         | Akt-<br>Liver<br>EC 1 | Akt-<br>Liver<br>EC2 | Akt-<br>Liver<br>EC3 | Akt-<br>LEC 1 | Akt-<br>LEC 2 | Akt-<br>LEC 3 | MAC<br>1 | MAC<br>2 | MAC<br>3 | Akt-<br>MA<br>C 1 | Akt-<br>MA<br>C 2 | Akt-<br>MA<br>C 3 |
|---------|-----------------------|----------------------|----------------------|---------------|---------------|---------------|----------|----------|----------|-------------------|-------------------|-------------------|
| Sbsn    | 18                    | 4                    | 3                    | 17            | 2             | 1             | 7        | 23       | 48       | 154               | 13                | 73                |
| Pecam1  | 635                   | 926                  | 576                  | 373           | 778           | 925           | 0        | 0        | 4        | 2                 | 13                | 11                |
| Kdr     | 427                   | 1298                 | 1171                 | 303           | 1430          | 441           | 2        | 3        | 12       | 14                | 9                 | 3                 |
| Flt4    | 406                   | 2425                 | 1579                 | 525           | 1705          | 75            | 11       | 0        | 7        | 7                 | 9                 | 81                |
| Ube2c   | 318                   | 76                   | 275                  | 457           | 436           | 503           | 21       | 97       | 53       | 85                | 39                | 54                |
| Top2a   | 215                   | 56                   | 178                  | 415           | 200           | 363           | 24       | 101      | 43       | 69                | 34                | 27                |
| Ckap2   | 132                   | 40                   | 83                   | 169           | 117           | 157           | 43       | 72       | 55       | 57                | 31                | 26                |
| Inhbb   | 159                   | 179                  | 166                  | 134           | 19            | 352           | 5        | 33       | 53       | 298               | 11                | 29                |
| Cks2    | 91                    | 23                   | 73                   | 100           | 74            | 55            | 16       | 23       | 22       | 33                | 12                | 17                |
| Tk1     | 91                    | 23                   | 90                   | 136           | 81            | 159           | 20       | 51       | 13       | 29                | 14                | 17                |
| Tnc     | 1695                  | 3417                 | 2028                 | 3302          | 40            | 856           | 624      | 270      | 232      | 523               | 412               | 145               |
| Nts     | 110                   | 92                   | 1124                 | 110           | 4960          | 16            | 0        | 0        | 0        | 8                 | 0                 | 0                 |
| Prc     | 156                   | 31                   | 111                  | 243           | 190           | 201           | 22       | 45       | 38       | 69                | 29                | 24                |
| Mk176   | 91                    | 30                   | 57                   | 175           | 102           | 115           | 7        | 39       | 15       | 26                | 12                | 10                |
| Itgb3   | 413                   | 535                  | 208                  | 201           | 705           | 290           | 8        | 4        | 122      | 40                | 11                | 23                |
| CD276   | 55                    | 189                  | 195                  | 54            | 11            | 72            | 144      | 114      | 310      | 87                | 79                | 30                |
| Etv4    | 70                    | 137                  | 129                  | 104           | 31            | 28            | 71       | 90       | 83       | 32                | 28                | 51                |
| Tnfrsf9 | 0                     | 0                    | 8                    | 0             | 1             | 0             | 0        | 0        | 0        | 0                 | 0                 | 0                 |
| Kcne3   | 35                    | 97                   | 41                   | 10            | 0             | 0             | 0        | 0        | 0        | 0                 | 0                 | 0                 |
| Ubd     | 0                     | 2                    | 0                    | 0             | 17            | 13            | 0        | 39       | 0        | 0                 | 0                 | 0                 |
| Prnd    | 30                    | 66                   | 24                   | 19            | 10            | 110           | 3        | 0        | 0        | 5                 | 5                 | 2                 |
| Apln    | 3167                  | 465                  | 46                   | 1803          | 45            | 4800          | 225      | 85       | 44       | 17                | 38                | 2                 |
| Pgf     | 625                   | 348                  | 158                  | 181           | 69            | 539           | 15       | 0        | 37       | 4                 | 10                | 4                 |
| Ptprn   | 208                   | 800                  | 148                  | 311           | 14            | 60            | 158      | 20       | 440      | 201               | 106               | 163               |
| CD109   | 66                    | 93                   | 24                   | 58            | 36            | 155           | 175      | 95       | 334      | 241               | 57                | 10                |
| Ank     | 161                   | 79                   | 147                  | 100           | 61            | 9             | 277      | 627      | 316      | 178               | 226               | 124               |
| Col8a1  | 97                    | 4                    | 1                    | 132           | 49            | 629           | 44       | 541      | 60       | 130               | 281               | 134               |
| Antxr1  | 58                    | 69                   | 70                   | 233           | 34            | 136           | 110      | 169      | 196      | 166               | 74                | 66                |
| CD248   | 67                    | 2                    | 1                    | 160           | 2             | 13            | 373      | 816      | 202      | 156               | 39                | 38                |
| Rasd    | 0                     | 4                    | 0                    | 0             | 41            | 0             | 1        | 0        | 5        | 2                 | 10                | 1                 |
| Plxndc1 | 1                     | 0                    | 1                    | 1             | 0             | 0             | 3        | 1        | 3        | 3                 | 0                 | 0                 |
| Arhgef1 |                       |                      |                      |               |               |               |          |          |          |                   |                   |                   |
| 7       | 43                    | 22                   | 19                   | 105           | 5             | 7             | 159      | 134      | 156      | 98                | 85                | 114               |
| Gpr124  | 160                   | 281                  | 155                  | 343           | 207           | 299           | 249      | 464      | 344      | 258               | 72                | 24                |
| Tns3    | 222                   | 108                  | 71                   | 264           | 10            | 81            | 120      | 109      | 148      | 216               | 340               | 317               |
| Plxndc2 | 21                    | 1                    | 1                    | 161           | 0             | 0             | 454      | 126      | 154      | 102               | 189               | 115               |

|         | RAC<br>VEC<br>1 | RACVE<br>C 2 | RACVE<br>C 3 | Akt-<br>RACV<br>E 1 | Akt-<br>RACVE<br>C 2 | Akt-<br>RACVE<br>C 3 | LEC<br>1 | LEC<br>2  | LEC 3 |
|---------|-----------------|--------------|--------------|---------------------|----------------------|----------------------|----------|-----------|-------|
| Sbsn    | 4               | 30           | 134          | 9                   | 0                    | 3                    | 5        | 3         | 21    |
| Pecam1  | 82              | 27           | 6            | 1127                | 2353                 | 1562                 | 16<br>90 | 239<br>1  | 1287  |
| Kdr     | 206             | 97           | 179          | 1034                | 1016                 | 1198                 | 12<br>1  | 692       | 394   |
| Flt4    | 165             | 80           | 113          | 193                 | 363                  | 111                  | 13<br>9  | 447       | 266   |
| Ube2c   | 368             | 106          | 270          | 356                 | 372                  | 127                  | 14<br>9  | 77        | 122   |
| Top2a   | 201             | 74           | 162          | 341                 | 298                  | 178                  | 10<br>9  | 64        | 93    |
| Ckap2   | 128             | 64           | 115          | 85                  | 103                  | 46                   | 89<br>12 | 46        | 48    |
| Inhbb   | 185             | 66           | 663          | 617                 | 977                  | 311                  | 7        | 33        | 48    |
| Cks2    | 74              | 27           | 37           | 74                  | 83                   | 28                   | 28       | 34        | 36    |
| Tk1     | 96              | 31           | 74           | 171                 | 119                  | 75                   | 29<br>80 | 18<br>163 | 29    |
| Tnc     | 481             | 490          | 382          | 277                 | 156                  | 6                    | 4        | 3         | 1540  |
| Nts     | 26              | 13           | 4            | 9                   | 142                  | 2                    | 19       | 75        | 67    |
| Prc     | 162             | 45           | 109          | 109                 | 105                  | 72                   | 85       | 41        | 81    |
| Mk176   | 83              | 24           | 44           | 79                  | 73                   | 42                   | 55<br>27 | 33<br>120 | 42    |
| Itgb3   | 326             | 96           | 118          | 331                 | 564                  | 562                  | 7        | 7         | 675   |
| CD276   | 87              | 120          | 204          | 146                 | 206                  | 50                   | 66       | 119       | 111   |
| Etv4    | 31              | 34           | 33           | 33                  | 77                   | 0                    | 16       | 48        | 43    |
| Tnfrsf9 | 0               | 0            | 0            | 0                   | 0                    | 0                    | 0        | 0         | 0     |
| Kcne3   | 2               | 5            | 1            | 0                   | 76                   | 0                    | 6<br>11  | 38        | 31    |
| Ubd     | 17              | 135          | 3            | 0                   | 0                    | 29                   | 5<br>78  | 49<br>120 | 29    |
| Prnd    | 9               | 4            | 1            | 17                  | 133                  | 36                   | 0<br>15  | 7<br>190  | 640   |
| Apln    | 503             | 426          | 883          | 1465                | 4165                 | 1725                 | 13<br>74 | 9         | 662   |
| Pgf     | 49              | 66           | 222          | 101                 | 907                  | 15                   | 7<br>19  | 131       | 158   |
| Ptprn   | 138             | 129          | 101          | 175                 | 146                  | 4                    | 6<br>11  | 298       | 454   |
| CD109   | 142             | 69           | 109          | 121                 | 176                  | 114                  | 5        | 81        | 390   |
| Ank     | 114             | 158          | 70           | 40                  | 69                   | 1                    | 55<br>42 | 189       | 209   |
| Col8a1  | 1               | 457          | 86           | 71                  | 13                   | 132                  | 8<br>16  | 22        | 366   |
| Antxr1  | 56              | 84           | 58           | 60                  | 33                   | 11                   | 7        | 93        | 204   |
| CD248   | 19              | 478          | 240          | 20                  | 1                    | 3                    | 16       | 23        | 1175  |

|         |     |     |     |     |     |     |    |     |     |
|---------|-----|-----|-----|-----|-----|-----|----|-----|-----|
|         |     |     |     |     |     |     | 1  |     |     |
| Rasd    | 0   | 0   | 0   | 1   | 1   | 62  | 0  | 0   | 1   |
| Plxndc1 | 0   | 0   | 0   | 0   | 0   | 0   | 0  | 2   | 0   |
| Arhgef1 |     |     |     |     |     |     |    |     |     |
| 7       | 89  | 82  | 80  | 27  | 42  | 1   | 50 | 42  | 121 |
|         |     |     |     |     |     |     | 21 |     |     |
| Gpr124  | 201 | 358 | 428 | 205 | 287 | 164 | 9  | 158 | 281 |
|         |     |     |     |     |     |     | 12 |     |     |
| Tns3    | 49  | 41  | 71  | 46  | 56  | 21  | 3  | 133 | 227 |
| Plxndc2 | 0   | 92  | 13  | 50  | 0   | 0   | 51 | 10  | 74  |

**Supplementary Table 2.**  
**Table 2 Core vs IgG**

| Comparison    | Motif                                                                             | E-value   | Similar Motifs              | Family                    |
|---------------|-----------------------------------------------------------------------------------|-----------|-----------------------------|---------------------------|
| FLI1 (vs IgG) |  | 1.2e-1506 | ELF5, ELK4, ETS1, FLI1, ERG | ETS                       |
| FLI1 (vs IgG) |  | 1.3e-112  | SP1, EGR1, KLF5             | SP1, Kruppel-like, GC-box |
| FLI1 (vs IgG) |  | 2.6e-72   | Foxo1                       | Fox, ETS                  |
| FLI1 (vs IgG) |  | 2.2e-44   | Arntl, BHLHE41, TFE3        | bZIP, bHLH/Ebox           |
| FLI1 (vs IgG) | 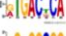 | 1.3e-38   | FOSL2, JUNB, JUND           | AP1                       |
| FLI1 (vs IgG) |  | 8.0e-32   | SP1, SP2, EGR1              | SP1, Kruppel-like, GC-box |
| FLI1 (vs IgG) |  | 3.4e-21   | YY1, E2F2, E2F3             | YY1, E2F                  |
| FLI1 (vs IgG) | 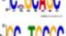 | 3.8e-20   | Myog, Tcf12                 | bHLH, Ebox                |
| FLI1 (vs IgG) |  | 1.1e-16   | NRF1                        | NRF                       |
| FLI1 (vs IgG) |  | 1.3e-13   | RARA, NR2F                  | RAR                       |
| FLI1 (vs IgG) | 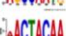 | 4.5e-10   | NFYB                        | CAAT-box                  |
| FLI1 (vs IgG) |  | 7.1e-10   |                             |                           |
| FLI1 (vs IgG) |  | 8.4e-10   | E2F4                        | E2F                       |
| FLI1 (vs IgG) |  | 6.2e-8    | SOX8, SOX9, Sox17           | Sox                       |
| FLI1 (vs IgG) |  | 6.2e-8    |                             | ?Hox                      |

**Supplementary Table 3.**  
**Table 3 LSEC vs IgG**

| Comparison  | Motif                                                                               | E-value   | Similar Motifs              | Family                    |
|-------------|-------------------------------------------------------------------------------------|-----------|-----------------------------|---------------------------|
| Fli1 vs IgG |  | 9.4e-1584 | ELF5, ETS1, ERG             | ETS                       |
| Fli1 vs IgG |  | 1.3e-133  | SP1, EGR1, KLF5             | SP1, Kruppel-like, GC-box |
| Fli1 vs IgG | 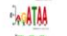 | 1.7e-46   | Arntl, BHLHE41, TFE3        | bZIP, bHLH/Ebox           |
| Fli1 vs IgG |  | 5.9e-43   | GATA5, GATA1, Gata4         | GATA                      |
| Fli1 vs IgG | 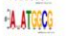 | 8.1e-29   | FOXO2, FOXO4, FOXL1         | Fox                       |
| Fli1 vs IgG |  | 1.5e-22   | Tcf12, Myog                 | bHLH, Ebox                |
| Fli1 vs IgG | 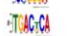 | 7.7e-19   | YY1, E2F2, E2F3             | YY1, E2F                  |
| Fli1 vs IgG |  | 3.7e-18   | NRF1                        | NRF                       |
| Fli1 vs IgG |  | 6.8e-18   | STAT3, STAT1                | STAT                      |
| Fli1 vs IgG |  | 6.8e-17   | FOS, JUN, Bach1, Maik, JDP2 | AP1                       |
| Fli1 vs IgG |  | 3.9e-14   | NR4A2, Nr5a2, NR2C2         | Nuclear Receptor          |
| Fli1 vs IgG |  | 6.2e-11   | NFYB                        | CCAAT-box                 |
| Fli1 vs IgG |  | 3.4e-7    | SOX9, Sox17, Sox6           | Sox                       |

**Supplementary Table 4.**  
**Table 4 Akt-LEC vs IgG**

| Comparison  | Motif                                                                             | E-value   | Similar Motifs            | Family                    |
|-------------|-----------------------------------------------------------------------------------|-----------|---------------------------|---------------------------|
| Fli1 vs IgG |  | 1.4e-4983 | EWSR1-FLI1, SPIC          | ETS                       |
| Fli1 vs IgG |  | 1.1e-173  | KLF5, SP1, EGR1           | SP1, Kruppel-like, GC-box |
| Fli1 vs IgG |  | 1.3e-166  | FOS, JUND, FOSL1          | AP1                       |
| Fli1 vs IgG |  | 1.1e-104  |                           | ?Fox                      |
| Fli1 vs IgG |  | 1.2e-96   | Foxq1, HOXA13, HOXB13     | Fox, Hox                  |
| Fli1 vs IgG | 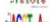 | 1.1e-65   | Arntl, SREBF2, BHLHE41    | bHLH, Ebox                |
| Fli1 vs IgG |  | 1.8e-37   | Nr5a2, ESR2, NR4A2        | Nuclear Receptor          |
| Fli1 vs IgG |  | 1.6e-35   | SOX8, SOX9, Sox17         | Sox                       |
| Fli1 vs IgG |  | 1.0e-30   | NHLH1, Ascl2, Tcf12       |                           |
| Fli1 vs IgG |  | 5.3e-25   | GATA1::TAL1, GATA5, GATA2 | GATA                      |
| Fli1 vs IgG |  | 1.4e-17   | MEF2A, MEF2C, MEF2B       |                           |
| Fli1 vs IgG | 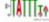 | 1.1e-16   | NRF1, Hes1                |                           |

**Supplementary Table 5.**  
**Table 5 RACVEC vs IgG**

| Comparison  | Motif                                                                               | E-value   | Similar Motifs         | Family                    |
|-------------|-------------------------------------------------------------------------------------|-----------|------------------------|---------------------------|
| Fli1 vs IgG |    | 1.7e-5654 | EWSR1-FLI1, SPIC       | ETS                       |
| Fli1 vs IgG |    | 1.5e-610  | FOS, FOSL2, JUNB       | AP1                       |
| Fli1 vs IgG |    | 6.9e-209  | SP1, KLF5, EGR1        | SP1, Kruppel-like, GC-box |
| Fli1 vs IgG | 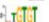   | 1.7e-120  |                        |                           |
| Fli1 vs IgG |    | 1.2e-105  | HOXB13, HOXA13, HOXD13 | Hox, ?Fox                 |
| Fli1 vs IgG |    | 1.9e-66   | EGR1, SP1, SP2         | SP1, GC-box               |
| Fli1 vs IgG |    | 3.1e-62   | Arntl, SREBF2, TFE3    | bHLH, Ebox                |
| Fli1 vs IgG |  | 1.6e-49   |                        |                           |

**Supplementary Table 6.**  
**Table 6 Akt-RACVEC vs IgG**

| Comparison  | Motif                                                                               | E-value   | Similar Motifs                   | Family                       |
|-------------|-------------------------------------------------------------------------------------|-----------|----------------------------------|------------------------------|
| Fli1 vs IgG |  | 3.8e-2758 | EWSR1-FLI1, SPIC, ELF5           | ETS                          |
| Fli1 vs IgG | 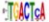 | 4.3e-194  | FOS::JUN, MAF::NFE2, Bach1::Mafk | AP1                          |
| Fli1 vs IgG |  | 2.1e-142  | SP1, KLF5, EGR1                  | SP1, Kruppel-like, GC-box    |
| Fli1 vs IgG |  | 7.8e-54   | Pax2, ESR1, JDP2                 | Paired-box, Nuclear Receptor |
| Fli1 vs IgG |  | 2.3e-40   | CDX1, HOXB13, HOXD13             | Hox                          |
| Fli1 vs IgG |  | 1.1e-38   | NHLH1, Ascl2, Tcf12              | bHLH/E-box, bZIP             |
| Fli1 vs IgG | 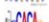 | 1.7e-26   | Klf1                             | Kruppel-like                 |
| Fli1 vs IgG |  | 1.3e-22   | SOX9, Sox6, Sox2                 | Sox                          |
| Fli1 vs IgG |  | 1.6e-20   | Creb5, Crem, CREB1               |                              |
| Fli1 vs IgG |  | 1.5e-18   | NRF1                             |                              |
| Fli1 vs IgG |  | 1.8e-13   |                                  |                              |
| Fli1 vs IgG |  | 7.7e-13   | YY1, E2F2, E2F3                  | YY1, E2F                     |
| Fli1 vs IgG |  | 7.6e-9    | CREB3, Creb3l2, MAX              |                              |
| Fli1 vs IgG |  | 4.4e-7    | NRF1                             |                              |
| Fli1 vs IgG |  | 1.0e-6    | TGIF1, MSC, TGIF2                | TALE-like                    |

**Supplementary Table 7.**  
**Table 7 RACVEC vs Akt-RACVEC**

| Comparison | Motif                                                                             | E-value   | Similar Motifs         | Family            |
|------------|-----------------------------------------------------------------------------------|-----------|------------------------|-------------------|
| AKT-Up     |  | 4.6e-272  | Gabpa, ELK4, ETV4      | ETS               |
| AKT-Up     |  | 1.7e-49   | Fli1, SPIC             | ETS               |
| AKT-Up     |  | 1.3e-05   | SPDEF                  | ETS               |
| AKT-Up     | 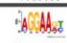 | 3.3e-06   | SOX10, Sox2, Sox6      | SOX               |
| AKT-Dn     |  | 3.1e-1614 | Stat4, SPIC, ELF5      | ETS               |
| AKT-Dn     | 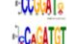 | 2.0e-207  | FOS, JUND, FOSL2       | AP1               |
| AKT-Dn     |  | 4.6e-38   | SPDEF, ETV5, ETV4      | ETS               |
| AKT-Dn     | 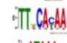 | 1.4e-13   | ZBTB18, TAL1, Bhlha15  | E-box (ZnF, bHLH) |
| AKT-Dn     |  | 1.5e37    |                        |                   |
| AKT-Dn     |  | 4.4e-34   | CEBPA, CEBPB, CEBPE    | CCAAT-box         |
| AKT-Dn     |  | 2.7e-28   | HOXB13, HOXA13, HOXD13 | HOX               |
| AKT-Dn     |  | 7.3e-10   | ZIC1, Gfi1b, ZIC4      | C2H2-ZnF          |
| AKT-Dn     |  | 7.5e-9    | TEAD1, TEAD4, TEAD3    | TEAD (?ETS)       |
| AKT-Dn     |  | 1.3e-6    | RUNX1, RUNX3, RUNX2    | RUNX              |
| AKT-Dn     |  | 1.6e-6    | MEF2A, MEF2B, MEF2D    | MADS-box          |

## Supplementary Methods

Primer sequences for QPCR reactions:

Mouse Etv2 F 5'-AACAAGCATCCATGGACCT-3'

Mouse Etv2 F 5'-CTCTGGGAACCCTTTCCAG-3'

Mouse Erg F 5'-ACCTCACCCCTCAGTCCAAA-3'

Mouse Erg R 5'-TGGTCGGTCCCAGGATCTG-3'

Mouse Fli1 F 5'-ATGGACGGGACTATTAAGGAGG-3'

Mouse Fli1 R 5'-GAAGCAGTCATATCTGCCTTGG-3'

Mouse VEcad F 5'-CACTGCTTTGGGAGCCTTC-3'

Mouse VEcad R 5'-GGGCAGCGATTCATTTTTCT-3'

Mouse CD31 F 5'-CTGCCAGTCCGAAAATGGAAC-3'

Mouse CD31 R 5'-CTTCATCCACCGGGGCTATC-3'

Mouse Vegfr2 F 5'-TTTGGCAAATACAACCCTTCAGA-3'

Mouse Vegfr2 R 5'-GCAGAAGATACTGTCACCACC-3'

Mouse CD62e F 5'-ATGCCTCGCGCTTTCTCTC-3'

Mouse CD62e R 5'-GTAGTCCCGCTGACAGTA-3'

Mouse Tie2 F 5'-ATGTGGAAGTCGAGAGGCGAT-3'

Mouse Tie2 R 5'-CGAATAGCCATCCACTATTGTCC-3'

Mouse Sma F 5'-GTCCCAGACATCAGGGAGTAA-3'

Mouse Sma R 5'-TCGGATACTTCAGCGTCAGGA-3'

Mouse Gapdh F 5'-AAATGGTGAAGGTCGGTGTGAACG-3'

Mouse Gapdh R 5'-GGTCAATGAAGGGGTCGTTGATGG-3'

Mouse Sox4 F 5'-GACAGCGACAAGATTCCGTTC-3'

Mouse Sox4 R 5'-GGTGCCCGACTTCACCTTC-3'

Mouse Sox7 F 5'-ATGCTGGGAAAGTCATGGAAG-3'

Mouse Sox7 R 5'-CGTGTTCTGGTCACGAGAGA-3'

Mouse Sox9 F 5'-AGTACCCGCATCTGCACAAC-3'

Mouse Sox9 R 5'-ACGAAGGGTCTCTTCTCGCT-3'

Mouse Sox17 F 5'-GATGCGGGATACGCCAGTG-3'

Mouse Sox17 R 5'-CCACCTCGCCTTTCACCTTTA-3'

Mouse Sox18 F' 5'-CCTGTCACCAACGTCTCGC-3'

Mouse Sox18 R 5'- GCAACTCGTCGGCAGTTTG-3'

How the deposited data were processed for this re-analysis (not part of the article)

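RNA sequencing of 24 libraries was used, 3 each of MACs, Akt-MACs, RACVECs, Akt-RACVECs, Sox17-RACVECs, Akt-LECs, Akt-liver ECs and LSECs. The authors sequenced paired reads of 51 bp on a HiSeq2000 from TruSeq libraries and mapped them with TopHat to mm9, which the methods print as mmp9. The authors deposited FPKM from Cufflinks, made with upper-quartile normalization and correction for sequence-specific bias, as 1 value per RefSeq transcript with 2 decimals. Numbers of reads, software versions and the annotation release are not stated. The depth per library is therefore unknown, no counting error can be given, and an FPKM of 0 may be a true absence, a lack of reads or a failed estimate. The precision given is that between the 3 libraries of a group.

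Each library holds 27583 transcripts. RefSeq names were joined to gene symbols for 26930 transcripts, with a gene table of a later mouse build used for names and chromosomes, and 653 without a symbol were kept as genes of their own. Transcripts of the same symbol were summed, which concerns 3427 of 21629 symbols, and gave 22282 genes. Of these, 17816 had an FPKM above 0 in any library, 14964 had a mean FPKM of at least 1, and 11699 had a mean of at least 10. Positions of genes are those of GENCODE M1 on NCBIM37 (mm9). The summed FPKM per library was between 1689486 and 2317294, between 12356 and 14985 genes were above 0, and the 10 highest genes held between 4.21% and 11.8% of the sum. The median log2 ratio of a library to the mean of all libraries was between -0.298 and -0.0177, with group means from -0.211 in MACs to -0.100 in Akt-MACs. A log2 fold change between groups carries the difference of these shifts, and scaling each library by its shift was 1 of the alternatives. Of all pairs of libraries, 0 held identical values.

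Groups were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 fit over the 8 groups, moderated variances with a trend on the mean, two-sided tests and Benjamini-Hochberg adjustment over the 14964 genes with a mean FPKM of at least 1. A gene was called at an adjusted p below 0.05 and a log2 fold change past 1 or -1. The contrasts were RACVECs against MACs, Akt-RACVECs and Sox17-RACVECs each against RACVECs, Akt-MACs against MACs, and Akt-liver ECs against LSECs. Further contrasts were Sox17-RACVECs against Akt-RACVECs and RACVECs against Akt-LECs. RACVECs, Akt-RACVECs, MACs and LSECs were each set against the mean of the cultured ECs. An interaction contrast set the Akt effect in RACVECs against that in MACs. The criterion of the paper's methods was computed beside it, with a pseudocount of 1 added to each averaged FPKM, over all genes above 0 in any of the compared libraries and without adjustment. The criterion, correlations, distances, clusters, principal components, exact permutation tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Permutation tests were exact and two-sided, and 3 libraries against 3 give 10 splits and no p below 0.1.

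Both procedures were tested on simulated data with 200 changed genes among 14964. The changed genes were drawn only from genes well above the filter on mean FPKM, with normal noise on the log2 scale. The numbers found therefore do not hold for genes of low FPKM. With limma, 164 of the 200 (82%) and 8 unchanged genes were called, the median estimate was 2.94 for a log2 change of 3, and 0 genes were called where none was changed. The criterion of the paper's methods found 134 of the 200 and 123 unchanged genes.

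The alternatives were pseudocounts of 0.1 and 10, no filter on low values, a mean FPKM of at least 10, a fit of only the groups compared, the same fit with the replicate number as a block, scaling of each library by its median shift, and leaving out each library in turn. For the criterion they were a test on log2(FPKM + 1), a ratio without pseudocount, a mean FPKM of at least 1, a paired test, Benjamini-Hochberg adjustment and leaving out each library in turn. For correlations and distances they were the pseudocounts, genes with a mean FPKM of at least 1, Spearman correlation and leaving out each library in turn. Added after seeing the data were transcripts kept apart instead of summed, pairs of libraries named in the headers of the files as a block, the percentages of MAC and cultured EC genes followed in RACVECs, and the distances on principal components.

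The genes named are those the paper names in its text, figure panels or Supplementary Table 1 for these cells, the transduced genes, sex-linked genes, and members of marker lists, except 1 gene that is not reported here. For RACVECs against MACs and for Akt-RACVECs and Sox17-RACVECs against RACVECs, the 5 called genes with the largest change in each direction whose libraries did not overlap between the groups were added. Names in Supplementary Table 1 were read as current symbols where only the spelling differed. Its entry Rasd was first read as Rasd1 and was then read as Rasd2, and its entry Mk176 was read as Mki67, in both cases because the values in the table matched, so that these readings were chosen after seeing the values. The marker lists were written after expression of such genes had been seen.

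Each library was used under its label. The library labelled Sox17-RACVEC 2 was kept, although its values differ from those of the other libraries of its group. Enrichment of gene ontology categories was not repeated, and the categories are not used here. Genomic sequencing, qPCR, flow cytometry and the unconverted LECs of Supplementary Table 1 were not used here.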

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

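The tests with lists of marker genes were chosen only after the results were seen, and the tests of normalization were chosen before.

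The difference between the Akt effect in RACVECs and the Akt effect in MACs was tested with an interaction contrast, which called 15 genes, with 1516 at an unadjusted p below 0.05 past the same size. A difference between groups drew attention to it. Trim14 (-6.69, standard error 0.88, adjusted p = 0.00102) and Crp (-4.78, standard error 0.77, adjusted p = 0.00994) are among the 15. With each library scaled to the mean of all libraries, 16 genes were called, so that the authors' normalization alone does not account for the count. A list of 7 macrophage genes had a median of -7.74 in this contrast, with 0 of the 7 higher, and lay at percentile 0 among 10000 random lists of genes of similar mean FPKM. The same list rose in Akt-MACs against MACs, with a median of 6.30, so that it is not an independent test here. None of its genes was called in this contrast, and the lowest adjusted p was 0.0913, for Cd14. RNA from macrophages in Akt-MACs may thus contribute to the 1516 genes at an unadjusted p below 0.05. The list does not show that it contributes to the 15. Of 32 splits of the libraries that part every same-numbered pair, 10 called as many genes, the real one included. Splits that exchange labels only in MACs or only in RACVECs turn the contrast toward the sum of both Akt effects. A large count in such a split need not come from chance. Crp had an FPKM of 0 in every MAC and Akt-MAC library, so that, as far as these are true absences, macrophage RNA does not account for Crp. For the count as a whole, neither the list nor the splits decide between a difference in the Akt effect, macrophage RNA and chance.

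Alb had an FPKM of 3712 ± 3710 (SD, n = 3) in LSECs, with 1951, 1211 and 7975 in the 3 libraries, and Hbb-bt had 4499 ± 450 (SD, n = 3). The paper does not report on these genes. Both were higher in LSECs than in Akt-liver ECs in 3 of 3 libraries, with log2 fold changes of -9.72 and -12.13 for Akt-liver ECs against LSECs (adjusted p = 1.17e-07 and 4.33e-18). A list of 6 hepatocyte genes had a median log2 difference of 6.54, with 6 of 6 higher in LSECs, at percentile 100 among 10000 random lists. A list of 4 genes of red blood cells, of which 2 could be tested, had a median of 9.86, at percentile 99.99. The LSECs were purified directly from liver, so that RNA from hepatocytes and red blood cells may have been carried along. Of macrophage genes, Adgre1 and Mpeg1 were called lower in Akt-liver ECs than in LSECs, with log2 fold changes of -7.61 and -7.45. Cd14 was not called, with -0.17. The macrophage list was not tested in this comparison, and RNA from macrophages is not excluded. The difference between LSECs and Akt-liver ECs cannot be told apart from such RNA for these genes, and no biological explanation was tested.

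Ptprc, which encodes the leukocyte antigen CD45, had an FPKM of 4.37, 127 and 306 in Akt-MACs, a mean of 146, and of 0 in every MAC library, a log2 fold change of 5.90 (standard error 1.22, adjusted p = 0.0128), higher in 3 of 3 libraries. The paper does not report on this gene. A list of 7 macrophage genes had a median log2 difference of 6.30, with 7 of 7 higher in Akt-MACs, at percentile 100 among 10000 random lists. With each library scaled to the mean of all libraries, 331 genes were called higher in Akt-MACs, against 388 without scaling, so that the authors' normalization does not account for the count. RNA from macrophages in the Akt-MAC cultures is a candidate explanation for part of the 388 genes. An effect of Akt on MACs cannot be told apart from it.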

How the results depend on the processing

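The alternatives were chosen before the data were examined, except those named below as chosen after seeing the data. Over 31 results that answer a comparison, 405 alternatives were run, of which 278 kept the direction and stayed within the spread between libraries or within 1.5 times of a count, 117 moved further and 10 reversed the direction. Over 75 log2 fold changes and other values of single genes, 1018 alternatives were run, of which 855 left the call and the direction, 145 lost a call, 10 gained one and 8 reversed the direction. The cause was not tested for any of these. The depth is unknown, so no limit of detection can be set for genes listed at 0, and the ratios of genes near 0 rest on the pseudocount.

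The counts of Akt-liver ECs against LSECs stayed within 1.5 times of 2115 and 1930 under each alternative, from 1473 to 2288 genes higher and from 1336 to 2112 lower. The counts of tumour EC genes stayed at 0 for RACVECs, with 3 genes at an unadjusted p below 0.05, and at 0 for Akt-RACVECs, with 0 at an unadjusted p below 0.05. The mean correlation with the average Akt-LEC stayed higher in RACVECs than in MACs under each alternative.

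With only the groups compared in the fit, the genes called higher numbered 30 for RACVECs against MACs, 4 for Akt-RACVECs against RACVECs and 3 for Akt-MACs against MACs. The genes called lower numbered 11 for RACVECs against MACs, 8 for Sox17-RACVECs against RACVECs and 0 for Akt-MACs against MACs, with 327 of the latter at an unadjusted p below 0.05 in the fit over all groups. The interaction called 31. With the replicate number as a block in these fits, the counts were 0 in each direction for RACVECs against MACs (815 higher and 1070 lower at an unadjusted p below 0.05 in the fit over all groups), Akt-RACVECs against RACVECs (717 and 784) and Akt-MACs against MACs (1128 and 327), and 0 lower for Sox17-RACVECs against RACVECs (506). With the pairs of libraries named in the headers of the files as the block, chosen after seeing the data, the counts of RACVECs against MACs were also 0 and 0. In simulated data the fit with the replicate number as a block called 0 of 200 changed genes, against 137 with only the groups compared. A count of 0 in these fits may therefore come from the size of the design. The design does not rule out calls, however. The smallest adjusted p with the block was 0.00274 for Akt-liver ECs against LSECs and 0.00109 for the interaction.

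Among genes with a mean FPKM of at least 10, 69 genes were called higher and 13 lower in Akt-RACVECs than in RACVECs, 227 higher and 14 lower in Akt-MACs than in MACs, 86 lower in RACVECs than in MACs, 0 lower in Sox17-RACVECs than in RACVECs, and 3 by the interaction, which called 35 without a filter. With a pseudocount of 10, 76 genes were called higher and 16 lower in Akt-RACVECs than in RACVECs and 2 differed between Sox17-RACVECs and Akt-RACVECs. With a pseudocount of 0.1, 1 gene was called higher in Sox17-RACVECs than in RACVECs, 21 lower in Akt-MACs than in MACs, 32 by the interaction, and 3 between Sox17-RACVECs and Akt-RACVECs.

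Leaving out each library in turn gave 114 to 251 genes higher and 64 to 496 lower for RACVECs against MACs, 4 to 56 and 1 to 37 for Akt-RACVECs against RACVECs, 0 to 19 and 1 to 34 for Sox17-RACVECs against RACVECs, 66 to 679 and 6 to 93 for Akt-MACs against MACs, 12 to 440 for the interaction, and 0 to 340 for Sox17-RACVECs against Akt-RACVECs. The 340 genes were called without the library labelled Sox17-RACVEC 2.

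For the criterion of the paper's methods, a test on log2(FPKM + 1) gave 399 genes higher and 437 lower for RACVECs against MACs, 425 higher for Akt-RACVECs and 178 lower for Sox17-RACVECs. Benjamini-Hochberg adjustment gave 0 and 0 for RACVECs against MACs, 1 and 1 for Akt-RACVECs, and 0 and 0 for Sox17-RACVECs, against 214 and 221, 245 and 273, and 50 and 101 at an unadjusted p below 0.05. The percentages shared with Akt could then not be given. Transcripts kept apart, chosen after seeing the data, gave 79 higher for Sox17-RACVECs. Leaving out each library in turn gave 135 to 298 and 168 to 290 for RACVECs against MACs, 163 to 252 and 176 to 292 for Akt-RACVECs, and 28 to 94 and 77 to 198 for Sox17-RACVECs. The shared percentage of genes higher was 41.7 with the test on log2(FPKM + 1) and 10 to 23.1 across the fits that each left out 1 library. That of genes lower was 24.7 with the test on log2(FPKM + 1), 30.5 with the paired test, and 29.2 to 57.1 across the fits that each left out 1 library.

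The percentage of MAC genes called lower in RACVECs, chosen after seeing the data as were its alternatives, was 11.7 with a pseudocount of 0.1, 16.8 with 10, 8.53 with a mean FPKM of at least 10, and 5.13 to 34.1 across the fits that each left out 1 library. That of cultured EC genes called higher was 16.9 with a pseudocount of 0.1 and 7.57 to 20.7 across these fits. The difference of RACVECs from MACs in the correlation with the average Akt-LEC was 0.0397 with a pseudocount of 0.1, 0.0570 with 10, 0.0990 with genes of a mean FPKM of at least 1, 0.0398 with Spearman correlation, and 0.0445 to 0.0490 across the fits that each left out 1 library. That of Akt-RACVECs from RACVECs, 5.45e-05, reversed to -0.00480 with a pseudocount of 0.1 and -0.00294 with Spearman correlation, and was -0.00813 to 0.00867 across these fits. That of Akt-MACs from MACs, -0.00251, reversed to 0.00361 with a pseudocount of 0.1 and 0.00277 with Spearman correlation, was -0.0149 with genes of a mean FPKM of at least 1, and was -0.00515 to 0.00249 across these fits. The distance of RACVECs to MACs minus that to cultured ECs reversed to -0.00283 without RACVEC replicate 2 and reached 0.0182 without RACVEC replicate 1. The excess distance of LSECs was 0.0876 with a pseudocount of 10, 0.143 with genes of a mean FPKM of at least 1, and 0.0727 to 0.0810 across the fits that each left out 1 library. The distance on principal components, chosen after seeing the data, was 52.0 for Akt-MACs minus MACs with a pseudocount of 0.1, and from -63.9 to -3.71 for Akt-RACVECs minus RACVECs across the fits that each left out 1 library.

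The reversed log2 fold changes were these. Erg in Sox17-RACVECs against RACVECs was -1.14 without the library labelled Sox17-RACVEC 2, in a range up to 3.16 across the fits that each left out 1 library. In Akt-MACs against MACs, Sox17 was -7.57e-16, that is 0, without Akt-MAC 2 (up to 0.67 across these fits), Col18a1 was 0.50 without Akt-MAC 3 and 0.067 without MAC 3 (down to -1.82), and Emcn was 0.51 without MAC 2 (down to -1.60). Sox17 in Sox17-RACVECs against Akt-RACVECs was 1.01 without Sox17-RACVEC 1, 0.17 without Akt-RACVEC 2 and 0.16 without Akt-RACVEC 3 (down to -1.51). Of the calls gained, Erg in the interaction had an adjusted p of 0.0332 with only the groups compared, and Erg in Sox17-RACVECs against Akt-RACVECs had a log2 fold change of -7.87 (adjusted p = 6.31e-05) without the library labelled Sox17-RACVEC 2.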

Differences from the paper's values

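By the criterion of the paper's methods, 214 genes were higher and 221 lower in RACVECs than in MACs, against the paper's 624 and 674. The test on log2(FPKM + 1) came nearest, with 399 and 437, and none of the alternatives set before the data were examined closed the gap. In Sox17-RACVECs against RACVECs, 50 genes were higher, against the paper's 141. Without the library labelled Sox17-RACVEC 2 the count was 94, within 1.5 times of the paper's, and the other alternatives set before the data were examined did not close the gap. Lower were 101 genes, against the paper's 337, and none of the alternatives closed the gap.

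Of the genes lower in Sox17-RACVECs, 48.5% were shared with Akt-RACVECs, against the paper's 30%. Among the alternatives set before the data were examined, some brought the percentage within 1.5 times of the paper's. These were the test on log2(FPKM + 1) (24.7%), the paired test (30.5%), and leaving out the library labelled Sox17-RACVEC 2 (29.2%), Akt-RACVEC 3 (34.7%) or RACVEC 1 (37.7%). Without Sox17-RACVEC 1 (44.4%) or Akt-RACVEC 2 (44.6%) it was just inside this bound, and without Sox17-RACVEC 3 (45.1%) just outside. It also stayed outside with the ratio without pseudocount, a mean FPKM of at least 1, or without any of the other libraries. Transcripts kept apart, chosen after seeing the values, gave 41.6%.

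For single genes, the values here are sums over the transcripts of a gene, and transcripts kept apart, taking the transcript closest to the paper's values, were chosen after seeing the values, so that their closeness is partly built in. No alternative for these values was set before the data were examined. For Supplementary Table 1, Pecam1 was 2026 in Akt-liver ECs, 2159 in Akt-LECs and 4768 in Akt-RACVECs, against the paper's 712.3, 692 and 1681, and the closest transcript, chosen after seeing the values, had 712, 692 and 1680. Tnfrsf9 was 20.9 in Akt-MACs and 284 in Akt-RACVECs, against the paper's 0 and 0, and the closest transcript, chosen after seeing the values, had 0.083 and 0.030. In RACVECs it was 688 (SD 850, n = 3) and in Akt-LECs 160 (SD 216, n = 3), against the paper's 0 and 0.333. Kcne3 was 170.3 in Akt-liver ECs against the paper's 57.67, and Prnd was 6.50 in Akt-MACs against the paper's 4, with 57.9 and 4.02 in the closest transcripts, chosen after seeing the values. Plxdc1 was 1.19 in Akt-liver ECs and 12.9 in Akt-MACs, against the paper's 0.667 and 1, with 0.467 and 1.01 in the closest transcript, chosen after seeing the values.

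In the order of the 3 libraries, 34 of 34 genes read from Supplementary Table 1 matched a transcript in MACs, Akt-MACs, Akt-RACVECs and Akt-LECs, and 32 of 34 in Akt-liver ECs. In RACVECs, 34 matched in some order of the libraries and 3 in the labelled order.

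The paper names Notch2 among the genes reduced most strongly in Sox17-RACVECs. It was at rank 1014 of 14964 genes by the limma log2 fold change, and at rank 69 of the 101 genes lower by the criterion of the paper's methods. The paper states from qPCR that Akt did not change the transcripts of the Ets factors, in Supplementary Fig. 2d. Here Erg had an FPKM of 605 in Akt-RACVECs and 6.21 in RACVECs, a log2 fold change of 6.73 (adjusted p = 0.0363). Whether the transduced Erg is counted in this FPKM is not known, so that qPCR and FPKM may not measure the same transcripts. The paper states from qPCR that Tek and Sele were induced strongly in RACVECs. Here their log2 fold changes against MACs were 2.70 and 2.37, and neither was called (adjusted p = 0.150 and 0.437). Of the genes the paper names as changed, the criterion of its methods was met by 5 of 10 for Akt-RACVECs and by 2 of 4 for genes lower in Sox17-RACVECs. Among Col18a1, Pecam1 and Kdr in Sox17-RACVECs it was met by 1 of 3.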

Other observations

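The tests of a mislabelled or mixed sample, of Sox17 itself, of donor sex, of the Sox17 and Akt changes without the library labelled Sox17-RACVEC 2, of assignment of reads to Erg and of the lists of marker genes were chosen only after the results were seen.

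The library labelled Sox17-RACVEC 2 lies apart from the other Sox17-RACVEC libraries. Its FPKM of Etv2 was 0, whereas every other library of converted cells had at least 127, Akt-RACVEC 3 included. A mislabelled or mixed sample is a candidate explanation. A true absence of Etv2 would go against a mixture with other converted cells and against an exchange with an Akt-RACVEC library, but the 0 may also be a failed estimate. Its FPKM of Xist was 0, against 97.3 and 234 in Sox17-RACVEC 1 and 3, so that a difference in X chromosomes could also contribute, while Ddx3y, Eif2s3y, Kdm5d and Uty, all at 0, go against a male donor. Its Sox17, at an FPKM of 40.1, lay between those of the other two, which goes against the amount of Sox17 as the explanation. Its median log2 ratio to the mean of all libraries of -0.235 and its share of 5.37% in the 10 highest genes lay within the ranges of the other libraries, which goes against the authors' normalization and against a few genes taking most of the values. The difference cannot be told apart from a mislabelled or mixed sample. A difference in X chromosomes may accompany it, but Etv2, Erg, Lyve1 and Pecam1 lie on chromosomes 7, 16, 7 and 11. The median log2 difference between X-linked and autosomal genes was -0.0938 in this library, against -0.0567 and 0.00479 in Sox17-RACVEC 1 and 3. Akt-RACVEC 3 also had Xist at 0 and a high Erg, but it kept Etv2. These values argue against X chromosomes as the only explanation.

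Sox17 and Akt changed genes of RACVECs in parallel, with a Pearson correlation of 0.718 across 14964 genes, which are not independent replicates. With separate RACVEC libraries as baselines the median was 0.418, from 0.194 to 0.603, and 5 of the 6 values stayed above the halfway mark to 0, so that the shared baseline alone does not account for the correlation. Single libraries as baselines also add noise. Without the library labelled Sox17-RACVEC 2 the correlation was 0.370, just above the same mark. With both together it was 0.147, so that the shared baseline and this library together may account for most of the correlation. An overlap of the effects of Sox17 and Akt cannot be told apart from these.

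Other splits of the libraries that part the same-numbered pairs were fitted in the same way, and each pair of groups has 4 of these, so that no share below 0.25 can occur. The other 6 of the 10 splits part 1 pair and were not compared. For RACVECs against MACs, Akt-RACVECs against RACVECs, Akt-MACs against MACs and Akt-liver ECs against LSECs, 1 of the 4 splits, the real one, gave as many genes in each direction with limma. For Akt-MACs against MACs, however, the split that exchanges the labels of Akt-MAC 3 and MAC 3 called 342 genes higher and 10 lower, against 388 and 32. For Sox17-RACVECs against RACVECs, 4 of 4 gave as many higher, where the real count was 0 with 198 at an unadjusted p below 0.05, and 2 of 4 as many lower. By the criterion of the paper's methods, 1 of 4 gave as many genes in each direction for RACVECs against MACs and for Akt-RACVECs, and for Sox17-RACVECs 2 of 4 as many higher and 1 of 4 as many lower. The split that exchanges the labels of RACVEC 2 and the library labelled Sox17-RACVEC 2 called 18 genes higher and 33 lower with limma, and 174 and 96 by the criterion. Sox17-RACVECs against Akt-RACVECs had 4 of 4 with a real count of 0, which any split reaches, and 602 genes at an unadjusted p below 0.05. The split that exchanges the labels of Akt-RACVEC 2 and the library labelled Sox17-RACVEC 2 called 275 higher and 225 lower. The interaction had 10 of 32, where splits that exchange labels only in MACs or only in RACVECs can hold real Akt effects. The tumour EC genes had 27 of 27 for RACVECs and 27 of 27 for Akt-RACVECs, with real counts of 0, and 3 and 0 genes at an unadjusted p below 0.05.

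Akt-LEC 1 and Akt-liver EC 1 lie apart from the other libraries of their groups. Col1a1 had an FPKM of 1065 in Akt-LEC 1 and 556 in Akt-liver EC 1, against at most 5.66 in the other 4 libraries. A list of 5 fibroblast genes had a median log2 difference of 6.36, with 5 of 5 higher, at percentile 100 among 10000 random lists, so that RNA from fibroblasts may contribute. The median log2 ratio of Akt-LEC 1 to the mean of all libraries, -0.132, lay within the range of the others, which goes against the authors' normalization. No biological explanation was tested.

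Prox1 had an FPKM of 111, 433 and 0.79 in Akt-LECs, 39.3, 683 and 703 in Akt-liver ECs, and at most 5.42 in LSECs. A list of 5 lymphatic EC genes had a median log2 difference of 0.89 between cultured ECs and LSECs, with 3 of 5 higher, at percentile 92.5 among 10000 random lists. The list as a whole thus goes against a general rise of such genes. Its member Pdpn was lower in LSECs than in cultured ECs, however, as was Prox1, with log2 fold changes of -6.68 and -4.52 (adjusted p = 0.0055 and 0.00774), so that lymphatic ECs in some of the cultures are not excluded.

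Akt-RACVEC 2, Akt-RACVEC 3 and the library labelled Sox17-RACVEC 2 had an FPKM of Xist of 0.85, 0 and 0, and of Ddx3y of 0 each. The median log2 difference between 366 X-linked and 11130 autosomal genes was -0.232, -0.225 and -0.0938, and each lay below the 0.3 set for 2 active X chromosomes, the lowest of -0.232 included. Akt-RACVEC 1 had -0.171 with an FPKM of Xist of 26.9, so that the difference does not follow Xist closely. The RACVEC libraries had differences of 0.0279, 0.0125 and -0.0636 and an FPKM of Xist of 174, 220 and 191. The Ddx3y of 0 goes against male cells. The cultures may differ between groups in X chromosomes, and the comparisons between groups cannot separate this from the conditions. Why Xist and Y-linked genes were both at 0 was not tested further.

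Erg was listed at 3.91, 13.8 and 0.90 in RACVECs and at 395, 1002 and 418 in Akt-RACVECs, although Erg is transduced in both. With each library scaled to the mean of all libraries, the log2 fold change was 6.75, so that the authors' normalization does not account for it. Erg has 1 transcript in the files, so that reads were not divided between listed transcripts of Erg. Assignment of reads to sequences outside that transcript was not tested, and the difference cannot be told apart from it. Whether the transduced sequence is counted in the listed transcript is not known.

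Pou5f1 and Nanog had an FPKM of 0 in all 24 libraries. Sox2 had 94.3, 0 and 224 in MACs, 324, 245 and 13.9 in Akt-MACs, 18.5, 4.54 and 1.97 in RACVECs, and 0 in every Akt-RACVEC and Sox17-RACVEC library.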
